# Circulating Neutrophil Profiles Undergo a Dynamic Shift during Metabolic Dysfunction-Associated Steatohepatitis (MASH) Progression

**DOI:** 10.3390/biomedicines12051105

**Published:** 2024-05-16

**Authors:** Ana C. Maretti-Mira, Matthew P. Salomon, Shefali Chopra, Liyun Yuan, Lucy Golden-Mason

**Keywords:** metabolic dysfunction-associated steatotic liver disease (MASLD), innate immunity, transcriptomics, inflammation, metabolic dysfunction-associated steatohepatitis (MASH), neutrophils

## Abstract

Neutrophils play a crucial role in host defense against infection. Aberrant neutrophil activation may induce tissue damage via sterile inflammation. Neutrophil accumulation has been identified as a feature of the inflammatory response observed in metabolic dysfunction-associated steatohepatitis (MASH) and has been associated with liver fibrosis and cirrhosis. Here, we performed the transcriptomic analysis of circulating neutrophils from mild and advanced MASH patients to identify the potential mechanism behind neutrophil contribution to MASH progression. Our findings demonstrated that circulating neutrophils from mild and advanced MASH display an increased activated transcriptional program, with the expression of pro-inflammatory factors and an amplified lifespan compared to cells from non-diseased controls. Our results also suggest that MASH progression is associated with a dynamic shift in the profile of circulating neutrophils. In the early stages of MASH, mature neutrophils predominate in the bloodstream. As hepatic inflammation and fibrosis progress, the premature release of immature neutrophils into the circulation occurs. These immature neutrophils exhibit a pro-inflammatory profile that may exacerbate inflammation and promote fibrosis in MASH.

## 1. Introduction

Neutrophils, the most abundant white blood cells in the circulation, are the first innate immune cell type to reach sites of injury or inflammation [1]. Upon recruitment to the inflammatory site, neutrophils perform their effector functions, which include the phagocytosis and destruction of microorganisms, the generation of reactive oxygen species (ROS) and serine proteases, and the production of pro-inflammatory cytokines and chemokines to amplify the innate and adaptive immune responses [2]. However, their highly destructive capacity can potentially damage healthy tissues even in the absence of infection [3]. Neutrophils are short-lived and have a circulating half-life of approximately 1.5 h in mice and 8 h in humans [4]. Once they infiltrate tissue, neutrophils can be activated by various triggers, including inflammatory cytokines and growth factors, which can significantly increase their lifespan [5]. Neutrophil apoptosis ensures their removal by Kupffer cells in the liver and serves as a critical control point in resolving inflammation. The dysregulation of neutrophil death or delayed apoptosis is thought to contribute to a wide range of inflammatory pathologies. Pro-survival and pro-apoptosis signals from the inflammatory environment can disturb the execution of constitutive death programs, thereby affecting the fate of neutrophils and the outcome of the inflammatory response [6].

Several lines of evidence suggest that neutrophils participate in the progression of metabolic dysfunction-associated steatotic liver disease (MASLD), previously known as nonalcoholic liver disease (NAFLD) [7,8]. Predicted to become the leading indication for liver transplantation [9], MASLD is the most common chronic liver disease in modern society [10]. It encompasses a spectrum of liver pathologies ranging from bland steatosis to metabolic dysfunction-associated steatohepatitis (MASH), formerly known as nonalcoholic steatohepatitis (NASH). MASH is characterized by liver injury, inflammation, and fibrosis, and in severe cases, it can lead to cirrhosis, liver failure, and hepatocellular carcinoma. MAFLD development is driven by inflammation, and innate immunity has been identified as a key contributor to disease progression [11].

Patients with MASH exhibit a significant elevation in the neutrophil-to-lymphocyte ratio (NLR), a potential non-invasive biomarker for the disease. This increase in NLR correlates positively with the histological scores of hepatocyte ballooning, lobular inflammation, and fibrosis in MASH patients [12]. Several neutrophil-derived granular proteins, including neutrophil elastase (NE), proteinase 3 (PR3), and neutrophil gelatinase-related lipocalin (NGAL/LCN2) [13,14], are also elevated in the plasma of MASH subjects. Myeloperoxidase (MPO), a powerful pro-oxidative and proinflammatory protein mainly released by activated neutrophils, is also significantly increased in the serum of MASH patients [15]. Additionally, hepatic neutrophil accumulation is a hallmark of MASH, and the hepatic proportion of neutrophils strongly correlates with the plasma levels of alanine transaminase (ALT), aspartate transaminase (AST), and gamma-glutamyl transferase (GGT), markers of liver damage [16]. While these data support that neutrophils may contribute to hepatocellular injury and fibrosis during MAFLD/MASH progression, the mechanisms underlying this process are poorly understood. A recent study suggests that peripheral neutrophils may already be activated before trafficking to the liver, potentially prolonging their survival [15]. However, a better understanding of the neutrophil contribution to MASH is essential before assessing whether their modulation represents an effective therapeutic approach for preventing disease progression. In the present study, we conducted a bulk transcriptional analysis of circulating neutrophils from biopsy-proven mild and advanced MASH patients and found that neutrophil profiles are profoundly altered during disease progression.

## 2. Materials and Methods

### 2.1. Patient Selection

Seven obese patients (BMI ≥ 30 kg/m^2^) with liver biopsy-confirmed MASH diagnosis within the previous six months were included in this study. To verify the clinical diagnosis, cases were retrospectively reviewed by a single pathologist (S.C). Histologic activity was assessed using the NAFLD activity score (NAS), and fibrosis (F) was evaluated using NASH CRN classification [17]. Subjects were classified as mild (NAS ≤ 3, F0–1, n = 3) or advanced (NAS ≥ 5 and/or F ≥ 4, n = 4) MASH. Five non-diseased lean donors with no history of liver disease or diabetes served as control subjects. This study was approved by the Institutional Review Board University of Southern California, and blood collection was conducted with the agreement and written consent of each participant.

### 2.2. Sample Collection and Isolation of Neutrophils

Human neutrophils were obtained from the subject’s blood collected in Vacutainer EDTA tubes (BD Biosciences, Franklin Lakes, NJ, USA). To avoid neutrophil activation, cells were purified via negative selection using the MACSxpress^®^ Whole Blood Neutrophil Isolation Kit, Human (Miltenyi Biotech, Gaithersburg, MD, USA) following the manufacturer’s protocol. The purity of isolated neutrophils was assessed using flow cytometry (CD15^+^CD16^+^CD14^−^CD193^−^). Samples included in this study displayed a purity average of 95%. Cell pellets were stored at −80 °C in 700 µL of RLT/BME Buffer (Qiagen, Germantown, MD, USA) for subsequent RNA extraction and processing.

### 2.3. Bulk RNA-Seq

Library preparation and sequencing: RNA was isolated using RNeasy Mini kit (Qiagen, Germantown, MD, USA) and RNA integrity was analyzed by 2100 Expert Bioanalyzer System (Agilent Technologies, Carpinteria, CA, USA), using the Agilent RNA 6000 Pico Kit (Agilent Technologies, Carpinteria, CA, USA). Libraries were simultaneously prepared from extracted total RNA using the Illumina Truseq Stranded mRNA library preparation kit according to the manufacturer’s protocol (Illumina, San Diego, CA, USA). Prepared libraries were sequenced on the Illumina Nextseq500 at 30 million reads per sample at 2 × 75 cycles. Libraries were prepared and sequenced by the University of Southern California (USC) Molecular Genomics Core, Los Angeles, CA, USA.

### 2.4. Bioinformatics and Statistical Analyses

#### 2.4.1. Raw Data Processing

The raw sequencing reads were first checked for overall quality and adapter contamination using FastQC (version 0.11.9) [18] and trimmed using TrimGalore (version 0.6.6) [19] before downstream analysis. Reads were then mapped to the GENCODE version 35 human genome reference using the STAR aligner (version 2.7.6a) [20].

#### 2.4.2. Statistical Analyses

Significantly differentially expressed genes were identified using the Bioconductor (version 3.12) package DESeq2 (version 1.30.0) [21] with a model that accounted for the effects of sex (i.e., ~sex + group) and a significance threshold of an adjusted *p*-value of <0.1. A likelihood ratio test was used to detect significantly differentially expressed genes across disease states and the function degPatterns from the Bioconductor package DEGreport (version 1.25.1) [22] was used to identify groups of genes with common expression patterns. Differentially expressed genes were visualized as volcano plots using functions from the Bioconductor package EnhancedVolcano (version 1.8) [23]. Only genes that were statistically significant concerning differential expression, as described in raw data processing above, were used in the subsequent analysis. Plots were created using GraphPad Prism version 10.

#### 2.4.3. Biological Interpretation

Ingenuity Pathway Analysis (IPA) software (version 01-22-01), was used to determine the canonical pathways and biological processes altered in the different groups [24]. The g:GOSt tool from the g:Profiler platform was used to identify the enrichment of biological processes using the differentially expressed genes [25]. GeneMANIA was used to evaluate the strength of the networks, with the following criteria: (i) network weighting method—biological process-based (Gene Ontology); (ii) up to 20 additional genes; (iii) up to 10 attributes and considered (iv) co-expression, (v) co-localization, (vi) predicted interaction, and (vii) genetic and physical interactions; and (viii) common pathways [26].

## 3. Results

### 3.1. Transcriptomic Profiling of Circulating Neutrophils in MASH Patients

Patients with different stages of MASH were recruited to this study and grouped according to their biopsy NAFLD activity score in mild (Mild-MASH, NAS ≤ 3 or F0–1) or advanced (ADV-MASH, NAS ≥ 5 or F3 or greater) MASH (Table 1). Total neutrophils were isolated from peripheral blood by negative selection to avoid neutrophil activation, and transcriptional datasets were obtained via bulk RNA sequencing (RNA-seq) (Figure 1A).

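RNA of circulating neutrophils from 5 control subjects, 3 Mild-MASH patients and 4 ADV-MASH patients was sequenced from strand-specific libraries of poly(A) RNA, with 1 library per person. Negative selection binds the other blood cells with antibodies and leaves the neutrophils untouched. The authors trimmed the reads, aligned them with STAR and deposited the count of each Ensembl gene in each library, without normalization. The paper's text does not name the program that counted the reads. Total counts ran from 16042576 to 40019204 per library, with medians of 27938957 in the control subjects, 20467378 in Mild-MASH and 25999557 in ADV-MASH. Each library held counts on 19002 to 22426 genes, and its 10 most abundant genes took 7.51% to 9.87% of the counts. The library of control replicate 1 is titled a control and counted as 1 by the paper, while its disease label reads MASH. It was analysed as a control.
Counts were scaled for library size to CPM with edgeR's TMM factors, and CPM are given as mean ± SD. A total of 14370 genes passed edgeR's filter on low counts and were tested with its quasi-likelihood F test, in 1 fit of the 12 libraries with the group as the only term. The sex term of the paper's model was not used here. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.1 and a fold change over 1.2, the thresholds of Figure 1D. The standard error of a log2 fold change is its size divided by the square root of F, and it covers the spread between libraries as well as counting error. Each fit was repeated without each of the 12 libraries in turn. Gene identifiers are those of the count files, and positions are on GRCh38.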

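Across the 14370 genes tested, the log2 fold changes of ADV-MASH and of Mild-MASH against the control subjects had a Pearson correlation of 0.729. This correlation is across genes, which are not independent replicates, and both comparisons share the same controls. In 40 simulations of counts without group differences and with shared controls, it ran from 0.356 to 0.464. The sign was the same in both comparisons for 77.7% of the genes, against 62.3% to 64.5% in the simulations. The simulations drew each gene independently, so their ranges leave out variation that genes share and can be too narrow. They therefore do not measure how far the observed values exceed what shared controls alone can give. Among the differentially expressed genes, 58.2% were upregulated in ADV-MASH and 64.3% in Mild-MASH. With the trend with GC content removed from each library, which was chosen after seeing the data, these shares were 48.2% and 57.4%, so that in ADV-MASH the majority changed to downregulated genes. The Mild-MASH share rested on single libraries, from 53.0% without Mild-MASH replicate 1 to 91.9% without Mild-MASH replicate 2. The median log2 fold change of the upregulated genes was 1.43 in ADV-MASH and 1.66 in Mild-MASH, and that of the downregulated genes was -0.61 and -0.68. Most upregulated genes were low in the control subjects: 82.1% of those of ADV-MASH and 78.3% of those of Mild-MASH had a control mean below 5 CPM, against 49.4% of all genes tested. Among downregulated genes this share was 16.7% and 15.3%. Of the genes at 5 CPM or more in the control subjects, 458 were upregulated and 1530 downregulated in ADV-MASH, and 201 and 437 in Mild-MASH.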

The global transcriptional analyses of purified circulating neutrophil populations demonstrated a highly activated transcriptional program for both mild and advanced cases when compared to control subjects (Figure 1B). 

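Principal components were computed from the log2 CPM (prior count 2) of the 14370 genes tested, centred and not scaled. The first component held 38.2% of the variance and the second 11.8%. On these components 73.5% of the sum of squares lay between the 3 groups (exact permutation test over all assignments of the libraries to groups of these sizes, p = 3.61e-05, the smallest p they allow). With the 500 most variable genes after DESeq2's variance-stabilizing transformation, in place of the log2 CPM of all genes, the share was 66.0% (exact permutation test, p = 0.00115). Without 1 library it ran from 69.5% (without Mild-MASH replicate 2) to 85.0% (without Mild-MASH replicate 1). The control subjects lay between -88.9 and -22.1 on the first component, Mild-MASH between -3.94 and 42.2, and ADV-MASH between 17.6 and 84.5, so that no MASH library fell within the range of the controls while the ranges of the MASH groups overlapped. The second component set Mild-MASH replicates 2 and 3, at 57.0 and 55.9, apart from ADV-MASH, at -32.7 to -11.8. Mild-MASH replicate 1 lay at -10.7 on this component, within the range of the controls, which was -14.5 to 6.35.

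**Figure D1:**
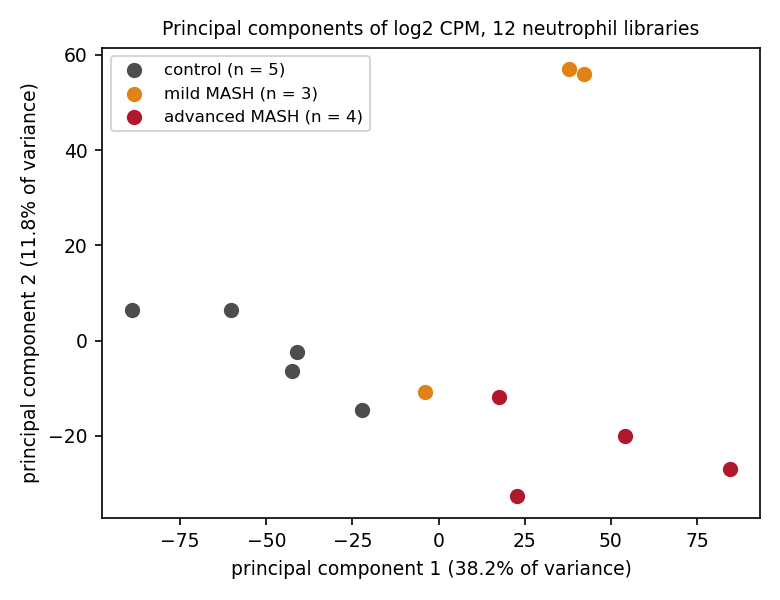
Principal component 1 against principal component 2 of log2 CPM, 1 point per library, coloured by group (5 control subjects, 3 Mild-MASH, 4 ADV-MASH), with both axes in units of log2 CPM. All control libraries sit below -3.94 on the first component, and Mild-MASH replicate 1 sits at -10.7 on the second, far from the other 2 Mild-MASH libraries.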

Principal component analysis (PCA) revealed a clear distinction between biological replicates, with the well-defined separation of the control, mild, and advanced MASH groups (Figure 1C). 

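Against the control subjects, 4395 of the 14370 genes were differentially expressed in ADV-MASH, 2559 upregulated and 1836 downregulated, and 5155 genes had an unadjusted p under 0.05. The count moved most when scores of eosinophil and lymphocyte marker genes were added to the model as covariates: no gene was then called, with 1618 genes at an unadjusted p under 0.05. The groups and the scores overlap in this model, since 85.0% of the variance of the eosinophil score lay between MASH and control. With DESeq2, 4960 genes were called, 2932 up and 2028 down, among them 4358 of the 4395. With the GC trend of each library removed, an alternative chosen after seeing the data, 2310 genes were up and 2485 down. Across the fits that each left out 1 library the count ran from 2547 without ADV-MASH replicate 1 to 4785 without ADV-MASH replicate 4. It was 2963 without ADV-MASH replicate 2.
Among called genes with a mean of at least 5 CPM whose groups did not overlap, the largest increases were those of HDC, FCER1A, SIGLEC8, PRSS33 and ALOX15, of which all but FCER1A also rank among the largest increases of Mild-MASH. HDC (ENSG00000140287.11, chromosome 15, 50241947 to 50266026), which encodes histidine decarboxylase, rose from 0.266 ± 0.203 CPM (SD, n = 5) to 14.0 ± 8.27 CPM (SD, n = 4), a log2 fold change of 5.74 (standard error 1.00, adjusted p = 0.00646). SIGLEC8 (ENSG00000105366.15, chromosome 19, 51450847 to 51458456) had a log2 fold change of 4.99 (standard error 0.84, adjusted p = 0.00627) and PRSS33 (ENSG00000103355.13, chromosome 16, 2783953 to 2787948) a value of 4.96 (adjusted p = 0.00912). FCER1A, HDC, SIGLEC8, PRSS33 and ALOX15 are members of lists of eosinophil or basophil marker genes. The largest decreases were those of DAAM2 (ENSG00000146122.17, chromosome 6, 39792298 to 39904877), from 25.3 ± 6.58 CPM (SD, n = 5) to 3.16 ± 1.71 CPM (SD, n = 4) and a log2 fold change of -2.99 (standard error 0.51, adjusted p = 0.00614), DDIT4 (-2.16, adjusted p = 0.010), DNAJB9 (-1.98, adjusted p = 0.00881), IRS2 (-1.96, adjusted p = 0.0113) and CACNB4 (-1.81, adjusted p = 0.0373). CACNB4 was highest in control replicate 1: its log2 fold change moved to -1.10 without control replicate 1. It was not called without ADV-MASH replicate 1 (log2 fold change -1.70, adjusted p = 0.112) or without the filter on low counts.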

Compared to non-diseased control subjects, neutrophils from ADV-MASH patients they displayed 4745 differentially expressed genes (DEGs), with 2883 upregulated and 1862 downregulated genes. Neutrophils from Mild-MASH patients displayed 2185 DEGs, with 1288 upregulated and 897 downregulated genes (Figure 1D). 

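In the same fit, 1444 genes were differentially expressed in Mild-MASH, 928 upregulated and 516 downregulated, with 3451 genes at an unadjusted p under 0.05. With DESeq2 the counts were 2355, 1457 and 898, and 1434 of the 1444 genes were called again. The count depended on single libraries of each kind: it was 2664 without Mild-MASH replicate 1, 333 without Mild-MASH replicate 2 and 474 without Mild-MASH replicate 3, and 705, 627 and 667 without control replicates 1, 3 and 4. With the eosinophil and lymphocyte marker scores as covariates, 56 genes were called. Among called genes of at least 5 CPM whose groups did not overlap, SMPD3 (ENSG00000103056.12, chromosome 16, 68358325 to 68448688), which is also in the eosinophil list, rose from 1.68 ± 1.42 CPM (SD, n = 5) to 66.2 ± 56.4 CPM (SD, n = 3), a log2 fold change of 5.33 (standard error 0.88, adjusted p = 0.0182). HDC, SIGLEC8 and PRSS33 rose by log2 fold changes of 5.56, 5.50 and 5.59 (adjusted p = 0.0242, 0.0167 and 0.0257). The largest decreases were those of HLA-L, a pseudogene (ENSG00000243753.5, chromosome 6, 30259584 to 30293014), with a log2 fold change of -5.11 (standard error 1.37, adjusted p = 0.0627), 2 intronic transcripts without a symbol, ENSG00000234389 (-4.18, adjusted p = 0.0851) and ENSG00000236525 (-3.78, adjusted p = 0.0737), CACNB4 (-2.58, adjusted p = 0.0508) and ABTB3 (-1.66, adjusted p = 0.0669). These 5 decreases were less firm than the increases: HLA-L was not called in 6 of the 12 fits that each left out 1 library, with its highest adjusted p without Mild-MASH replicate 2 (log2 fold change -4.67, adjusted p = 0.225). The calls of ENSG00000234389, ENSG00000236525, CACNB4 and ABTB3 were lost in 8, 6, 2 and 4 of these fits, with highest adjusted p of 0.26, 0.244, 0.192 and 0.231, each without Mild-MASH replicate 2. Reads of HLA-L can also come from other HLA genes of similar sequence.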

In a direct comparison, neutrophils from mild and advanced cases showed 284 DEGs, with 110 upregulated and 174 downregulated genes.

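Compared directly in the same fit, ADV-MASH and Mild-MASH had 0 genes past the thresholds, with 1762 genes at an unadjusted p under 0.05 and a lowest adjusted p of 0.102. The libraries of these 2 groups did not overlap in CPM for 1496 genes, 10.4% of those tested. Chance gives 5.71% on average for 4 libraries against 3, but genes are not independent and no spread was computed for this value. Of the 35 splits of these libraries, 5 reached 1762 genes at an unadjusted p under 0.05, the real one included. The number of genes called moved most without Mild-MASH replicate 1, when 743 genes were called, 330 higher and 413 lower in ADV-MASH. Without Mild-MASH replicate 2 it was 2. With DESeq2, 552 genes were called, 220 higher and 332 lower, and without the filter on low counts 69, 15 higher and 54 lower. The other alternatives gave 0 genes, with 1376 to 1949 genes at an unadjusted p under 0.05.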

We found that the 901 genes commonly upregulated in the MASH subjects (Figure 2A) enriched pathways were related to RNA metabolic processing, cell division, and immune response (Figure 2B), while the 527 genes commonly downregulated in advanced and mild groups were involved in protein metabolism, autophagy, response to cellular stress, and apoptosis (Figure 2C). 

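A total of 667 genes were upregulated and 357 downregulated in both Mild-MASH and ADV-MASH against the control subjects. The comparisons share their controls. The counts followed those of Mild-MASH, with 195 genes upregulated and 20 downregulated without Mild-MASH replicate 2, 945 and 546 without Mild-MASH replicate 1, and none of either kind with the eosinophil and lymphocyte marker scores as covariates.
The databases behind Figure 2B,C were not used here. Gene lists fixed beforehand were tested with limma's camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of each comparison. The threshold for lists, an adjusted p under 0.05, was chosen after the values had been seen: 32 of 75 tests passed it, and 37 passed 0.1. With limma's fry, 9 and 24 passed, 8 of the 9 in ADV-MASH against control (ribosomal proteins, chemokines, autophagy, MHC class II, eosinophil, basophil, B cell and monocyte genes), 1 in Mild-MASH against control (eosinophil genes) and none between the MASH groups (lowest adjusted p = 0.225). The monocyte genes are the only 1 of the 9 that camera did not call. With a correlation estimated for each list none passed (lowest adjusted p = 0.496). For proteasome subunits, the median log2 fold change was -0.15 in ADV-MASH (camera adjusted p = 0.0300) and -0.24 in Mild-MASH (adjusted p = 2.96e-04). The first of these did not pass without control replicate 3 (adjusted p = 0.0600) or without ADV-MASH replicates 3 or 4 (0.0564 and 0.0614), and the second was -0.40 without Mild-MASH replicate 1. Core autophagy genes had medians of -0.19 and -0.23 (adjusted p = 0.00193 and 0.00637), the latter -0.15 without Mild-MASH replicate 3. Genes of the G1/S phase rose in both, by 0.64 and 1.23 (adjusted p = 0.0134 and 8.66e-05), but not past the threshold in ADV-MASH without replicate 3 (median 0.54, adjusted p = 0.0745) or in Mild-MASH without replicate 1 (0.68, adjusted p = 0.0878). Those of the G2/M phase rose by 0.57 and 0.91 (adjusted p = 0.0996 and 1.74e-04). The former passed without ADV-MASH replicate 2 (0.71, adjusted p = 0.0160) and the latter failed without Mild-MASH replicate 1 (0.38, adjusted p = 0.107). The pro-apoptotic BCL2 family and caspases had medians of -0.27 and -0.23 (adjusted p = 0.440 and 0.360).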

Among the genes significantly upregulated in neutrophils from MASH patients that participate in the inflammatory response, we found CCL4, CCR2, CCR4, CXCR3, FCER1A, IL1B, IL34, IL4, TLR5, and TLR7 (Figure 2D). 

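Of these 10 genes, CXCR3 did not pass the filter on low counts. The other 9 had positive log2 fold changes in both comparisons, and 8 were called in ADV-MASH and 6 in Mild-MASH. All 9 passed in both when adjusted over the list alone, which is not independent evidence, since the study chose the list on these libraries. IL1B (ENSG00000125538.12, chromosome 2, 112829751 to 112836903), the most abundant of them, rose from 45.5 ± 19.5 CPM (SD, n = 5) to 170.1 ± 81.5 CPM (SD, n = 3) in Mild-MASH and 249 ± 57.4 CPM (SD, n = 4) in ADV-MASH, log2 fold changes of 1.90 (standard error 0.36, adjusted p = 0.0248) and 2.45 (standard error 0.35, adjusted p = 0.00494), and all 7 MASH libraries lay above all 5 controls. CCR2 (ENSG00000121807.6, chromosome 3, 46353734 to 46360928) rose by 2.70 and 3.00 (adjusted p = 0.0167 and 0.00457), again in 7 of 7. FCER1A (ENSG00000179639.10, chromosome 1, 159289714 to 159308224), a basophil list gene, rose from 0.521 ± 0.200 CPM (SD, n = 5) to 11.5 ± 10.7 CPM (SD, n = 3) and 21.7 ± 10.2 CPM (SD, n = 4), by 4.46 and 5.39 (adjusted p = 0.0248 and 0.00554). TLR7 rose by 1.91 and 2.67 (adjusted p = 0.0489 and 0.00614), but in Mild-MASH it was not called without control replicate 3 (log2 fold change 1.80, adjusted p = 0.101), without Mild-MASH replicate 2 (log2 fold change 1.60, adjusted p = 0.195) or without Mild-MASH replicate 3 (log2 fold change 1.80, adjusted p = 0.140).
CCR4 rose by 2.13 in ADV-MASH (adjusted p = 0.0341) and by 1.50 in Mild-MASH (adjusted p = 0.217), where it was called without control replicate 5 (log2 fold change 2.16, adjusted p = 0.0956). IL4, also in the basophil list, was at 0.0104 ± 0.0232 CPM (SD, n = 5) in the controls, where only control replicate 1 had counts on it, and rose by 5.36 in ADV-MASH (adjusted p = 0.0170) and 4.55 in Mild-MASH (adjusted p = 0.103). In Mild-MASH it was called without Mild-MASH replicate 1 (log2 fold change 5.23, adjusted p = 0.0237) and without ADV-MASH replicate 1 (log2 fold change 4.54, adjusted p = 0.0998), as well as with DESeq2. TLR5 was called in Mild-MASH (1.35, adjusted p = 0.0962) and not in ADV-MASH (0.96, adjusted p = 0.113), with -0.39 between these groups (adjusted p = 0.786). The former call was lost in 8 of the 12 fits that each left out 1 library (highest adjusted p = 0.334, without Mild-MASH replicate 2), without the filter, and with only the compared groups in the fit. In ADV-MASH TLR5 was called without control replicate 4 (log2 fold change 1.15, adjusted p = 0.0866) and without ADV-MASH replicate 1 (log2 fold change 1.18, adjusted p = 0.0897), and with DESeq2, at least 10 counts in every library, only the compared groups, or 1 surrogate variable. CXCR3 had 82 counts over the 12 libraries. With DESeq2, which tested it, its log2 fold change was 2.51 in Mild-MASH and 2.08 in ADV-MASH (adjusted p = 0.0809 and 0.0818). Without the filter, edgeR gave 2.37 and 1.98 (adjusted p = 0.135 and 0.113).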

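Of ZNF865, MFSD14CP, LOC128125822, LRFN1, TNRC18, RAB5IF, MAP1S, GNG5 and SCAF1, 5 were called up in Mild-MASH and down in ADV-MASH, ZNF865, LOC128125822, TNRC18, GNG5 and SCAF1, and no gene was called in the reverse order. LOC128125822 was read as ENSG00000285976 of the count files, which overlaps PTP4A1 on chromosome 6 (63572012 to 63583587). In each comparison with the controls and in the direct comparison, 8 of the 9 passed when adjusted over the list alone, which is not independent evidence, as the genes were selected on these libraries. Over all genes, 6 passed in Mild-MASH, 6 in ADV-MASH and none in the direct comparison, where the other 8 had adjusted p of 0.102 to 0.169. TNRC18 (ENSG00000182095.14, chromosome 7, 5306790 to 5425414), the most abundant, was at 196 ± 24.2 CPM (SD, n = 5) in the control subjects, 278 ± 65.9 CPM (SD, n = 3) in Mild-MASH and 131 ± 10.5 CPM (SD, n = 4) in ADV-MASH, with a log2 fold change of 0.50 (standard error 0.16, adjusted p = 0.0918) in Mild-MASH and -0.58 in ADV-MASH (adjusted p = 0.0198). ZNF865 (ENSG00000261221.3, chromosome 19, 55605405 to 55617269) changed by 0.93 and -0.78 (adjusted p = 0.0613 and 0.0402), GNG5 (ENSG00000174021.11, chromosome 1, 84498325 to 84506565) by 0.76 and -0.83 (0.0793 and 0.0205), SCAF1 (ENSG00000126461.15, chromosome 19, 49642125 to 49658642) by 0.66 and -0.51 (0.0705 and 0.0631), and LOC128125822 by 1.98 and -2.22 (0.0981 and 0.0687). LOC128125822 had few counts, at 0.14 to 0.40 CPM in the control libraries and 0 to 0.13 CPM in those of ADV-MASH. In Mild-MASH it was at 0.22 CPM in replicate 1, within the control range, and at 1.03 and 1.58 CPM in replicates 2 and 3. MFSD14CP was level, at -0.078 and -0.037 (0.913 and 0.947).
LRFN1 was called only in ADV-MASH (-0.65, adjusted p = 0.0889, against 0.73 in Mild-MASH, adjusted p = 0.131, and -1.37 in the direct comparison) and RAB5IF only in Mild-MASH (1.48, adjusted p = 0.0469, against -0.73 in ADV-MASH, adjusted p = 0.160, and -2.22 directly), while MAP1S was called in neither (0.54 and -0.48, adjusted p = 0.177 and 0.126). The calls in Mild-MASH needed both replicate 2 and replicate 3. Without Mild-MASH replicate 3 none of the 6 was called, with adjusted p of 0.205 to 0.352 and the log2 fold change of ZNF865 down to 0.60, and without Mild-MASH replicate 2 none was called either (0.164 to 0.291). Counting the fits without a control or ADV-MASH library, the call in Mild-MASH was lost in 5 of the 12 fits for ZNF865, 7 for LOC128125822, 8 for TNRC18, 2 for RAB5IF, 8 for GNG5 and 5 for SCAF1. It was also lost without the filter on low counts (LOC128125822, TNRC18, GNG5), with only the compared groups (ZNF865, LOC128125822, TNRC18, SCAF1) and with 1 surrogate variable (LOC128125822). Without Mild-MASH replicate 1, 35 genes in all were up in Mild-MASH and down in ADV-MASH and 37 the reverse, and LRFN1 and MAP1S were called in Mild-MASH (1.04 and 0.73), RAB5IF and MAP1S in ADV-MASH (-0.74 and -0.49) and all 8 in the direct comparison. Without ADV-MASH replicate 1 there was 1 gene in the reverse order. MAP1S was also called in ADV-MASH without control replicate 1 (-0.60) and RAB5IF with only the compared groups in the fit. DESeq2 and the fit without the filter called the 8 in the direct comparison. The decreases of ZNF865, TNRC18 and GNG5 in ADV-MASH were called in all 12 fits that each left out 1 library, those of LRFN1, SCAF1 and LOC128125822 not in 7, 4 and 4 of them (highest adjusted p = 0.206, 0.150 and 0.174, without ADV-MASH replicates 1, 3 and 1). LRFN1 and SCAF1 lost theirs with at least 10 counts in every library, and all 3 with 1 surrogate variable.

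**Figure D2:**
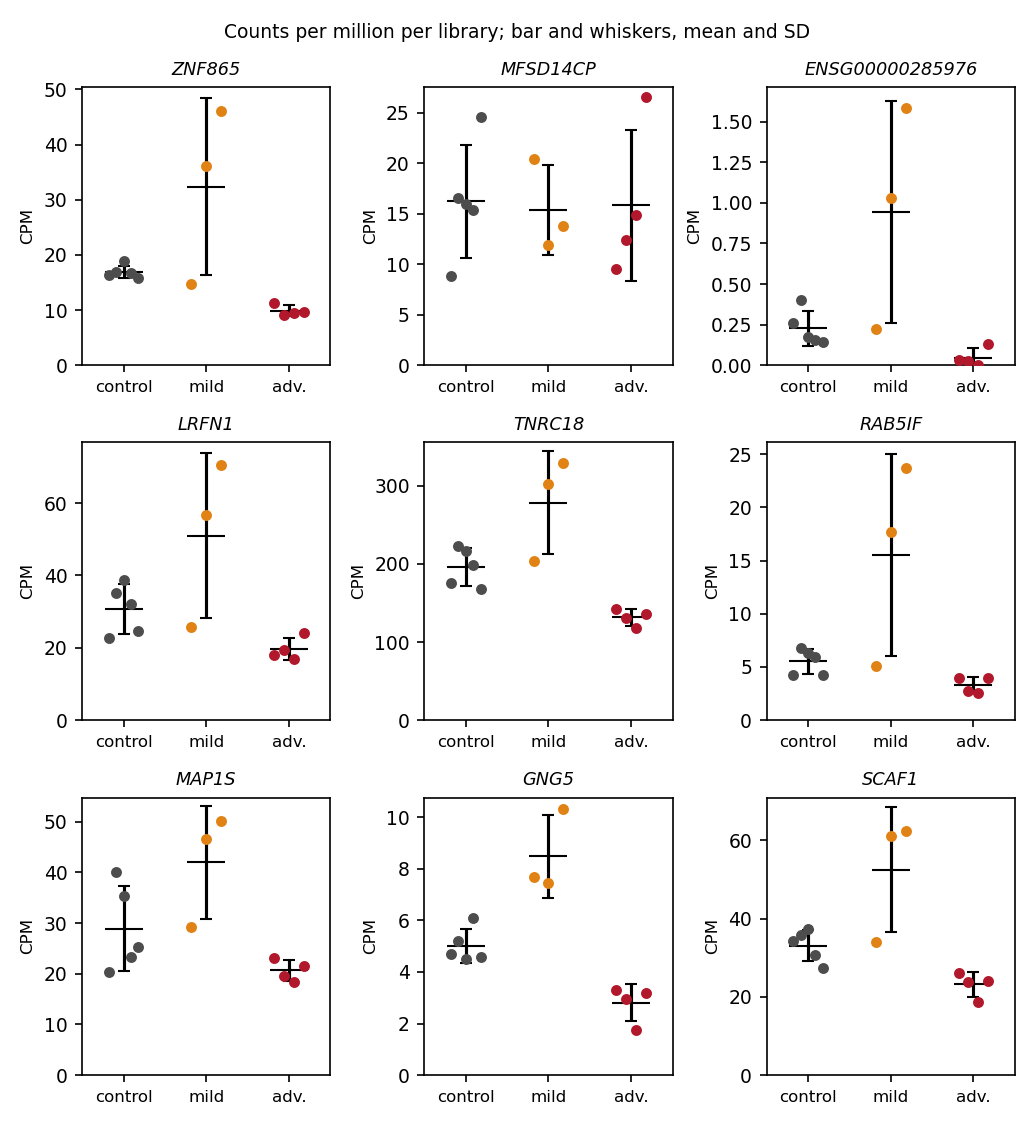
CPM of the 9 genes in each library, 1 panel per gene, by group (5 control subjects, 3 Mild-MASH, 4 ADV-MASH), with the mean as a line and the SD as bars. TNRC18 averages 278 CPM in Mild-MASH and 131 CPM in ADV-MASH, and MFSD14CP averages 15.4 and 15.9 CPM.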

The genes ZNF865, MFSD14CP, LOC128125822, LRFN1, TNRC18, RAB5IF, MAP1S, GNG5, and SCAF1 were downregulated with the progression of the disease (i.e., up in mild and down in advanced). Most of these genes participate in activities related to mitochondria respiration (Figure S1A,B). These results suggest that neutrophil transcriptomic profiles change during MAFLD progression, and the advanced stages of MASH display the most robust differences.

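For 3635 of the 4395 genes differentially expressed in ADV-MASH, the log2 fold change was larger in size in ADV-MASH than in Mild-MASH, a tally that favours the group in which the genes were called. Of the 4810 genes called in either comparison, 93.4% had the same sign in both. Genes upregulated in ADV-MASH were positive in Mild-MASH in 96.0% of cases, and genes downregulated in ADV-MASH were negative in Mild-MASH in 90.5%. ADV-MASH gave more differentially expressed genes than Mild-MASH in the fit of all 12 libraries and in each of the 12 fits that left out 1 library, the closest being 2547 against 1635 without ADV-MASH replicate 1. With the marker scores as covariates the order was the reverse. ADV-MASH has 4 libraries and Mild-MASH 3, and the difference between the counts itself was not tested. From its results the paper proposes that the transcriptome of circulating neutrophils changes as the disease progresses, most strongly in the advanced stages.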

### 3.2. Severe MASH Stimulates Premature Neutrophil Release into the Bloodstream

To elucidate the homeostatic disparities between circulating neutrophils in mild and advanced MASH cases, we analyzed their top-expressed transcription factors and discovered a significant enrichment in pathways associated with cell differentiation (Figure 3A). Subsequently, we assessed the markers for precursor, immature, and mature neutrophils (Figure 3B) [27,28]. We observed that neutrophils from Mild-MASH patients displayed a high expression of CDC101, FCGR3A, and CD10, and a low expression of CXCR4. This pattern suggests that there is a prevalence of mature neutrophils circulating in individuals at early stages of MASH. 

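The files name CD10 by its gene symbol MME, and CDC101 was read as CD101. CD101 (ENSG00000134256.12, chromosome 1, 117001750 to 117036476) rose from 4.20 ± 1.66 CPM (SD, n = 5) in the control subjects to 18.5 ± 12.8 CPM (SD, n = 3) in Mild-MASH, a log2 fold change of 2.13 (standard error 0.44, adjusted p = 0.0286). This call was lost without Mild-MASH replicate 2 (log2 fold change 1.43, adjusted p = 0.128). In ADV-MASH it was at 11.5 ± 3.85 CPM (SD, n = 4), also called (1.45, adjusted p = 0.0266), with -0.69 between ADV-MASH and Mild-MASH (adjusted p = 0.579). FCGR3A (ENSG00000203747.12, chromosome 1, 161541759 to 161550737), which encodes CD16A and differs from its paralog FCGR3B at few positions, was at 593 ± 254 CPM (SD, n = 5) in the control subjects and 797 ± 222 CPM (SD, n = 3) in Mild-MASH, a log2 fold change of 0.43 (standard error 0.35, adjusted p = 0.466). MME (ENSG00000196549.12, chromosome 3, 155024124 to 155183729) was at 1499 ± 724 CPM (SD, n = 5) and 1553 ± 186 CPM (SD, n = 3), a log2 fold change of 0.051 (standard error 0.31, adjusted p = 0.937) and a difference smaller than the SD of the controls, whose sign changed in 4 of the 12 fits that each left out 1 library. CXCR4 (ENSG00000121966.7, chromosome 2, 136114349 to 136118165) was at 959.6 ± 174 CPM (SD, n = 5) and 719 ± 103 CPM (SD, n = 3), a log2 fold change of -0.42 (standard error 0.18, adjusted p = 0.183). None of FCGR3A, MME and CXCR4 was called under any alternative or without any 1 library. CD101 up and CXCR4 down passed when adjusted over the list alone, which is not independent evidence, since the study chose these genes on the same libraries.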

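Of CD79B, CD38, CXCR4, FCGR3A, MME (CD10) and ITGAX, CD79B was called in ADV-MASH against the control subjects. CD79B (ENSG00000007312.13, chromosome 17, 63928740 to 63932354), which is also in the B cell list, rose from 2.73 ± 1.35 CPM (SD, n = 5) in the control subjects to 5.89 ± 2.18 CPM (SD, n = 3) in Mild-MASH and 21.6 ± 13.4 CPM (SD, n = 4) in ADV-MASH, a log2 fold change of 2.97 (standard error 0.45, adjusted p = 0.00554) in the latter and 1.88 between the MASH groups (adjusted p = 0.202, called with DESeq2). CD38 (ENSG00000004468.13, chromosome 4, 15778275 to 15853230) was at 10.1 ± 2.29 CPM (SD, n = 5) in the control subjects and 12.5 ± 1.98 CPM (SD, n = 4) in ADV-MASH, a log2 fold change of 0.31 (standard error 0.22, adjusted p = 0.333), with ADV-MASH replicate 4 above the other 3. CXCR4, FCGR3A and MME had log2 fold changes of -0.044, -0.024 and -0.19 in ADV-MASH (adjusted p = 0.873, 0.966 and 0.674), each of which changed sign without some libraries, and FCGR3A was lowest in ADV-MASH replicate 3 (log2 fold change 0.18 without it). ITGAX (ENSG00000140678.17, chromosome 16, 31355134 to 31382997) was at 2137 ± 542 CPM (SD, n = 5) and 1812 ± 617 CPM (SD, n = 4), a log2 fold change of -0.24 (standard error 0.25, adjusted p = 0.527). Only CD79B passed when adjusted over the list alone, in this comparison and in the direct comparison of ADV-MASH with Mild-MASH, and the list was chosen on these libraries, so this is not independent evidence. In the direct comparison FCGR3A, MME, CXCR4, CD38 and ITGAX had log2 fold changes of -0.45, -0.24, 0.37, 0.083 and -0.20, with adjusted p from 0.452 to 0.926.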

Interestingly, we found that the neutrophils from ADV-MASH patients exhibited a strong expression of CD79B, CD38, and CXCR4 and a downregulation of FCGR3A, CD10, and ITGAX. This gene expression pattern is found in neutrophil precursors and suggests the advancement of hepatic inflammation and fibrosis may induce the premature release of neutrophils into the bloodstream of individuals in later stages of MASH.

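In the direct comparison of ADV-MASH with Mild-MASH, TGFB1, MMP25 and ADAMTSL4 were lower in ADV-MASH without passing the threshold over all genes, and no library of ADV-MASH overlapped a library of Mild-MASH for any of the 3. All 3 passed when adjusted over the list alone, which is not independent evidence, since the study picked them on these libraries. TGFB1 (ENSG00000105329.10, chromosome 19, 41301587 to 41353911) was at 342 ± 113 CPM (SD, n = 3) in Mild-MASH and 181 ± 32.0 CPM (SD, n = 4) in ADV-MASH, a log2 fold change of -0.92 (standard error 0.25, adjusted p = 0.190), with ADV-MASH replicate 3 below the other 3. It was called without Mild-MASH replicate 1 (log2 fold change -1.15, adjusted p = 0.0202) and with DESeq2. Against the control subjects, at 234 ± 54.6 CPM (SD, n = 5), it was called in neither group. MMP25 (ENSG00000008516.17, chromosome 16, 3046681 to 3060726), which is also in the list of mature neutrophil genes, was at 2215 ± 503 CPM (SD, n = 3) and 1103 ± 168 CPM (SD, n = 4), a log2 fold change of -1.01 (standard error 0.23, adjusted p = 0.166). ADAMTSL4 (ENSG00000143382.15, chromosome 1, 150549369 to 150560937) was at 82.9 ± 9.37 CPM (SD, n = 3) and 48.7 ± 3.92 CPM (SD, n = 4), a log2 fold change of -0.77 (standard error 0.15, adjusted p = 0.131), and was called without Mild-MASH replicate 1 (log2 fold change -0.68, adjusted p = 0.050). DESeq2 and the fit without the filter on low counts called MMP25 and ADAMTSL4. COL6A3 (ENSG00000163359.16, chromosome 2, 237324003 to 237414375) did not pass the filter: 169 of its 175 counts lay in Mild-MASH, 66 in replicate 2 and 103 in replicate 3, and 0 in replicate 1. In the settings that tested it, the log2 fold change was -6.30 with DESeq2 (adjusted p = 0.00400) and -6.16 without the filter (adjusted p = 0.193).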

When directly comparing the transcriptomes of Mild- and AVD-MASH neutrophils (advanced × mild DEGs), we found that neutrophils from Mild-MASH cases expressed high levels of the pro-fibrotic factor TGFB1, the microfibrillar collagen COL6A3 and the pro-fibrotic metalloproteinases MMP25 and ADAMTSL4. 

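The lists of azurophil and specific granule genes, which encode the contents of neutrophil granules and are transcribed mainly before neutrophils leave the bone marrow, were lower in ADV-MASH than in Mild-MASH. Over 10 azurophil genes the median log2 fold change was -2.80 (camera adjusted p = 1.82e-04), and over 14 specific granule genes it was -1.34 (adjusted p = 2.28e-06). Both rested on Mild-MASH replicate 1, without which they were -0.63 (adjusted p = 0.311) and -0.56 (adjusted p = 0.0612), while without ADV-MASH replicate 3 the specific granule median was -2.03. Chemokine genes went the other way, with a median of 0.91 (adjusted p = 0.0179) that did not pass without Mild-MASH replicate 1 (0.50, adjusted p = 0.390) or without ADV-MASH replicates 1, 2 or 3 (0.35, 0.75 and 0.63). Fry called none of these differences between the MASH groups. Toll-like receptors had a median of 0.089 (adjusted p = 0.586). No pathway database was used here.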

The genes upregulated in neutrophils from early MASH-enriched pathways related to inflammatory response, cell migration, and degranulation. These findings suggest that in addition to degranulation and NET formation, mature neutrophils may also contribute to fibrosis progression in the early stages of MASH (Figure S2A,B). On the other hand, the genes upregulated in ADV-MASH neutrophils enriched pathways related to RNA translation, hepatic steatosis, and apoptosis. 

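Genes of cytosolic ribosomal proteins were higher in ADV-MASH than in Mild-MASH, with a median log2 fold change of 0.67 over 85 genes (camera adjusted p = 1.04e-20, 78 of 85 positive, fry adjusted p = 0.225). No single ribosomal gene was called in this comparison. Without 1 library the median ran from 0.45 to 0.82. The score of ADV-MASH replicate 4, at 5.26, lay within the range of Mild-MASH (5.07 to 5.37). The pro-apoptotic BCL2 family and caspases had a median of 0.057 (adjusted p = 0.949) and the pro-survival BCL2 family 0.0019 (adjusted p = 0.702), both of which changed sign without some libraries. No list of steatosis genes was tested. The score of a list, the mean log2 CPM of its genes, gives the same comparison per library in the plot of list scores.

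**Figure D3:**
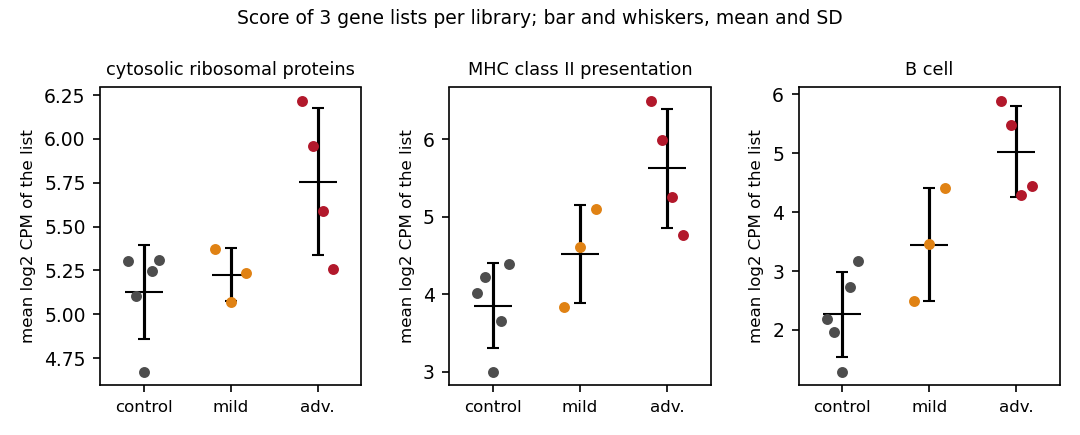
Scores (mean log2 CPM of a list's genes) of ribosomal protein, MHC class II and B cell genes in each library, by group (5 control subjects, 3 Mild-MASH, 4 ADV-MASH), with the mean as a line and the SD as bars. The ADV-MASH libraries average highest in all 3 panels, against the control subjects with median log2 fold changes of 0.69, 1.79 and 2.86.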

Of note, these cells also expressed higher levels of HLA class II (HLA-DOA, HLA-DMA, HLA-DOB, HLA-DMB,) FC receptors (FCRLA and FCRL1), MSR1 (scavenger receptor), and KLRF1 (C-type lectin-like receptor), suggesting that circulating neutrophils in severe MASH may have the increased recognition and clearance of apoptotic cells and pathogens and antigen-presenting functions.

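All 8 genes were higher in ADV-MASH than in Mild-MASH without overlap of the libraries, with adjusted p from 0.182 to 0.345, so that none passed the threshold over all genes. Adjusted over the list alone, 8 of 8 passed, which is not independent evidence, as the study picked them on these libraries. DESeq2 called all but KLRF1. HLA-DMA (ENSG00000204257.15, chromosome 6, 32948613 to 32969094), the most abundant of the HLA genes named, was at 10.7 ± 4.34 CPM (SD, n = 3) in Mild-MASH and 30.2 ± 14.7 CPM (SD, n = 4) in ADV-MASH, a log2 fold change of 1.51 (standard error 0.39, adjusted p = 0.182). HLA-DOA (ENSG00000204252.14, chromosome 6, 33004178 to 33009612) was at 6.17 ± 3.94 CPM (SD, n = 3) and 26.3 ± 15.7 CPM (SD, n = 4), a log2 fold change of 2.11 (standard error 0.58, adjusted p = 0.195), and HLA-DOB and HLA-DMB both had log2 fold changes of 1.47. Reads of HLA genes can be lost or shared where a person's alleles differ from the reference. FCRL1 (ENSG00000163534.15, chromosome 1, 157794403 to 157820105) was at 17.7 ± 7.52 CPM (SD, n = 3) and 60.8 ± 27.2 CPM (SD, n = 4), a log2 fold change of 1.79 (standard error 0.55, adjusted p = 0.228), and FCRLA (ENSG00000132185.18, chromosome 1, 161706972 to 161714352) had a log2 fold change of 1.60. Both are in the B cell list, whose 14 genes had a median of 1.52 (camera adjusted p = 5.00e-09, fry adjusted p = 0.225). MSR1 (ENSG00000038945.15, chromosome 8, 16107878 to 16567490) was at 0.196 ± 0.0978 CPM (SD, n = 3) and 1.11 ± 0.529 CPM (SD, n = 4), a log2 fold change of 2.50. KLRF1 (ENSG00000150045.12, chromosome 12, 9827481 to 9845007), in the NK cell list, was at 2.19 ± 1.07 CPM (SD, n = 3) and 6.06 ± 1.14 CPM (SD, n = 4), a log2 fold change of 1.46. The list of MHC class II genes had a median of 1.34 (camera adjusted p = 2.28e-06, fry adjusted p = 0.251).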

### 3.3. Circulating Neutrophils Exhibit Pro-Inflammatory and Pro-Fibrotic Traits in MASH

Among the top 50 genes upregulated in the MASH cases, we found IL15RA, CD200R1, ALOX15, HLA-DOA, HRH4, and THBS4, which are related to inflammation and fibrosis (Figure 4A). 

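Figure 4A shows IL5RA where the text has IL15RA, and both were tested. IL5RA (ENSG00000091181.20, chromosome 3, 3066326 to 3126613) rose from 1.78 ± 1.32 CPM (SD, n = 5) in the control subjects to 50.5 ± 41.3 CPM (SD, n = 3) in Mild-MASH and 27.6 ± 13.0 CPM (SD, n = 4) in ADV-MASH, log2 fold changes of 4.85 and 3.98 (standard errors 0.77 and 0.73, adjusted p = 0.0167 and 0.00696). IL15RA (ENSG00000134470.21, chromosome 10, 5943639 to 5978187) was at 2.52 ± 0.604 CPM (SD, n = 5), 1.85 ± 1.11 CPM (SD, n = 3) and 2.55 ± 0.910 CPM (SD, n = 4), with -0.47 and 0.017 (adjusted p = 0.524 and 0.980), and was called under no alternative. ALOX15 (ENSG00000161905.13, chromosome 17, 4630902 to 4642294) rose from 1.63 ± 0.912 CPM (SD, n = 5) to 48.6 ± 16.4 CPM (SD, n = 4) in ADV-MASH, by 5.61 in Mild-MASH and 4.92 in ADV-MASH (adjusted p = 0.0125 and 0.00554), with ADV-MASH replicate 3 below the other 3. HRH4 (ENSG00000134489.7, chromosome 18, 24460629 to 24479957) rose by 5.10 and 5.22 (adjusted p = 0.0105 and 0.00417) from 0.228 ± 0.165 CPM (SD, n = 5), highest in control replicate 1, THBS4 (ENSG00000113296.14, chromosome 5, 79991311 to 80083287) by 4.07 and 3.54 (0.0169 and 0.00673), and CD200R1 (ENSG00000163606.11, chromosome 3, 112921209 to 112975122) by 3.40 and 3.39 (0.0105 and 0.00417). For IL5RA, ALOX15, HRH4, THBS4 and CD200R1 all 7 MASH libraries lay above all 5 controls, and all were called in each of the 12 fits that left out 1 library.
IL5RA, ALOX15, HRH4 and THBS4 are 4 of the 14 genes in the list of eosinophil markers, of which 12 were tested and 8 are genes the study picked. The 12 had a median log2 fold change of 4.98 in Mild-MASH and 4.15 in ADV-MASH, and their score was higher in all 7 MASH libraries than in the 5 controls (difference 3.98 on the log2 scale, exact permutation test over 792 splits, two-sided, p = 0.00126, adjusted over 8 lists p = 0.00758). HLA-DOA was called in ADV-MASH (3.37, adjusted p = 0.00547) and not in Mild-MASH (1.26, adjusted p = 0.168), where it was called without control replicate 5 (log2 fold change 1.59, adjusted p = 0.0945) and without Mild-MASH replicate 1 (log2 fold change 1.66, adjusted p = 0.0566). Of these 7 genes and ALOX5, 5 were called up in Mild-MASH and 6 in ADV-MASH over all genes. Adjusted over the list alone, 6 were in each group, which is not independent evidence, since the study chose the genes on these libraries.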

Using IPA™ analysis to evaluate the DEGs from mild and advanced groups, we identified several biological processes with the potential to impact MASH progression (Figure 4B). 

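The lists closest to cell viability and the inflammatory response were the pro-survival BCL2 family, toll-like receptors and chemokines. The pro-survival BCL2 family (5 genes) had median log2 fold changes of 0.32 in Mild-MASH and 0.26 in ADV-MASH against the control subjects (camera adjusted p = 0.438 and 0.349), with 3 and 4 of the 5 genes positive. Of the 9 toll-like receptor genes tested, 6 were positive in Mild-MASH and 7 in ADV-MASH, with medians of 0.27 and 0.24 (adjusted p = 0.447 and 0.281). TLR7 was called up and TLR9 down in both groups, TLR5 up in Mild-MASH and TLR1 up in ADV-MASH. Of 13 chemokine genes, 12 were positive in ADV-MASH, with a median of 2.05 (adjusted p = 0.00248) that stayed between 1.74 and 2.41 without 1 library, and 9 in Mild-MASH, with a median of 1.19 (adjusted p = 0.179).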

We observed that neutrophils from Mild-MASH and ADV-MASH showed the upregulation of biological processes involved in cell viability and activation and the inflammatory response. 

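Against the control subjects, the azurophil granule genes had a median log2 fold change of 3.92 in Mild-MASH (camera adjusted p = 1.28e-05, 10 of 10 called up) and 1.12 in ADV-MASH (adjusted p = 0.128, 2 of 10 called up). For the specific granule genes the medians were 2.42 (adjusted p = 3.95e-06, 9 of 14 called up) and 0.65 (adjusted p = 0.187). Without Mild-MASH replicate 1 the Mild-MASH medians were 2.21 and 1.29, still past the threshold. The azurophil score (mean log2 CPM) was 6.05 and 3.68 in Mild-MASH replicates 1 and 3, and 1.18 in replicate 2, within the range of the controls (-0.093 to 1.91). In ADV-MASH both lists passed without replicate 2 (1.38 and 0.88, adjusted p = 0.0351 and 0.0241). With fry, the adjusted p of both lists in Mild-MASH was 0.0589. Genes of the G1/S and G2/M phases of the cell cycle, tested directly, had medians of -0.32 and -0.36 in ADV-MASH against Mild-MASH (adjusted p = 0.114 and 0.0117), that is lower in ADV-MASH, and both changed sign without Mild-MASH replicate 1 (0.16 and 0.087). The G1/S difference passed without Mild-MASH replicates 2 or 3 or ADV-MASH replicate 3 (-0.51, -0.41 and -0.24), and the G2/M difference did not pass without ADV-MASH replicate 2 (-0.28, adjusted p = 0.0880).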

Neutrophils from Mild-MASH also demonstrated upregulation of pathways related to cell migration, maturation, and degranulation, while cells from ADV-MASH showed the upregulation of cell proliferation.

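TGFB3, LTBP4 and IL34 were all low in the control subjects and were called up in ADV-MASH, over all genes and adjusted over the list alone, the latter not as independent evidence, since the study picked them on these libraries. TGFB3 (ENSG00000119699.8, chromosome 14, 75958099 to 75982991) rose from 0.0616 ± 0.0796 CPM (SD, n = 5) in the control subjects to 0.558 ± 0.304 CPM (SD, n = 4) in ADV-MASH, a log2 fold change of 3.09 (standard error 0.73, adjusted p = 0.0128), and all 7 MASH libraries lay above all 5 controls. LTBP4 (ENSG00000090006.18, chromosome 19, 40592883 to 40629818) rose from 1.24 ± 0.390 CPM (SD, n = 5) to 3.15 ± 1.63 CPM (SD, n = 4), a log2 fold change of 1.35 (standard error 0.39, adjusted p = 0.0293). The call of LTBP4 was lost without ADV-MASH replicate 1 (log2 fold change 0.95, adjusted p = 0.129). IL34 (ENSG00000157368.10, chromosome 16, 70579895 to 70660682) rose from 0.0654 ± 0.0874 CPM (SD, n = 5) to 0.627 ± 0.586 CPM (SD, n = 4), a log2 fold change of 3.38 (standard error 1.00, adjusted p = 0.0304), and was not called without ADV-MASH replicate 1 (log2 fold change 2.61, adjusted p = 0.124). In the direct comparison with Mild-MASH the 3 genes had log2 fold changes of 0.80, 0.55 and -0.31 (adjusted p = 0.704, 0.665 and 0.926).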

Neutrophils from ADV-MASH showed a remarkable upregulation of pro-inflammatory cytokines, including several chemoattractants, namely the pro-fibrotic factors TGFB3, LTBP4, and IL34 (Figure 4C). Neutrophils from Mild-MASH cases displayed a high expression of genes involved in degranulation and neutrophil extracellular trap formation (NETosis), with a strong upregulation of ELAN, MPO, and AZU1 (Figure 4D). 

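ELANE, MPO and AZU1, which encode neutrophil elastase, myeloperoxidase and azurocidin of the azurophil granules, were called up in Mild-MASH over all genes and adjusted over the list alone, where the list also held CTSG and LCN2 and the latter count is not independent evidence. ELANE (ENSG00000197561.7, chromosome 19, 851014 to 856247) was at 1.52 ± 0.997 CPM (SD, n = 5) in the control subjects, 24.7 ± 26.2 CPM (SD, n = 3) in Mild-MASH and 2.07 ± 1.33 CPM (SD, n = 4) in ADV-MASH, a log2 fold change of 4.02 (standard error 0.86, adjusted p = 0.0340) in Mild-MASH. MPO (ENSG00000005381.8, chromosome 17, 58269856 to 58280935) was at 3.72 ± 1.90 CPM (SD, n = 5), 88.7 ± 122 CPM (SD, n = 3) and 8.00 ± 6.37 CPM (SD, n = 4), a log2 fold change of 4.57 (standard error 1.04, adjusted p = 0.0426), and AZU1 (ENSG00000172232.10, chromosome 19, 825097 to 832018) at 2.23 ± 1.42 CPM (SD, n = 5), 29.1 ± 37.9 CPM (SD, n = 3) and 2.96 ± 2.20 CPM (SD, n = 4), a log2 fold change of 3.71 (standard error 0.88, adjusted p = 0.0445). In Mild-MASH the SD exceeded the mean for all 3, and replicate 1 was far above the others: its MPO was 228 CPM, against 3.87 CPM in replicate 2 and 34.0 CPM in replicate 3. Without replicate 1 the log2 fold change of MPO was 2.33, and AZU1 was not called (1.72, adjusted p = 0.140), nor was it without control replicate 3 (3.56, adjusted p = 0.102) or without the filter on low counts. ELANE was called in all 12 fits that each left out 1 library (2.77 to 4.57). In ADV-MASH the log2 fold changes were 0.43, 1.09 and 0.39 (adjusted p = 0.735, 0.432 and 0.770). Between ADV-MASH and Mild-MASH they were -3.59, -3.48 and -3.32 (adjusted p = 0.183, 0.234 and 0.209), so the effects of the groups were not shown to differ.

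**Figure D4:**
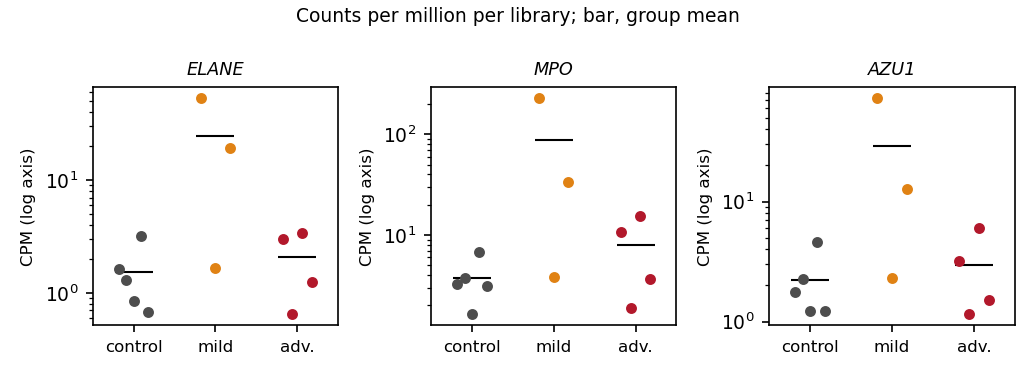
CPM of ELANE, MPO and AZU1 in each library on a log axis, by group (5 control subjects, 3 Mild-MASH, 4 ADV-MASH), with the group mean as a line. Mild-MASH replicate 1 is the highest point in each panel, with an MPO of 228 CPM.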

Although neutrophils from ADV-MASH did not show the significant upregulation of antimicrobial peptide genes, they demonstrated the upregulation of genes encoding granzymes and perforin, suggesting that these cells may play a role in polymorphonuclear cell-mediated antibody-dependent cellular cytotoxicity in severe MASH. 

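The 15 tested genes of granule proteins, antimicrobial peptides and cytotoxic granules all had positive log2 fold changes in ADV-MASH against the control subjects, and only GZMA was called. Adjusted over the list alone none passed. Among the peptide genes, DEFA3 (ENSG00000239839.7, chromosome 8, 7015869 to 7018301), which shares nearly all its sequence with DEFA1, had a log2 fold change of 1.18, DEFA4 1.15, CAMP 0.31 and LTF 0.87 (adjusted p = 0.405, 0.354, 0.699 and 0.305). DEFA3 was called without Mild-MASH replicate 2 (log2 fold change 1.17, adjusted p = 0.0906) and with only the compared groups in the fit, and DEFA4 was highest among the controls in replicate 4. DEFA1 did not pass the filter, and 100 of its 109 counts lay in Mild-MASH replicate 1. GZMA (ENSG00000145649.8, chromosome 5, 55102648 to 55110252) rose from 3.12 ± 2.46 CPM (SD, n = 5) in the control subjects to 9.56 ± 4.70 CPM (SD, n = 4) in ADV-MASH, a log2 fold change of 1.61 (standard error 0.51, adjusted p = 0.0404). It was not called without ADV-MASH replicate 1 (log2 fold change 1.23, adjusted p = 0.151) or without the filter on low counts. PRF1 (ENSG00000180644.8, chromosome 10, 70597348 to 70602775), which encodes perforin, was at 11.4 ± 9.69 CPM (SD, n = 5) and 27.1 ± 16.1 CPM (SD, n = 4), a log2 fold change of 1.25 (standard error 0.62, adjusted p = 0.167). It was called without control replicate 4 (1.85, adjusted p = 0.0483) and with DESeq2. GZMK (1.35, adjusted p = 0.103) was called with DESeq2 and without control replicate 5 (2.30, adjusted p = 0.00615), and GZMH (1.70, adjusted p = 0.177) without control replicate 4 (2.37, adjusted p = 0.0895). GZMB and GZMM had log2 fold changes of 0.75 and 0.80 (adjusted p = 0.419 and 0.226).
Taken as a list, the 6 genes of granzymes and perforin had a median of 1.30 in ADV-MASH (camera adjusted p = 0.0355, fry adjusted p = 0.0836). It did not pass in 5 of the 12 fits that each left out 1 library (highest adjusted p = 0.0822, without control replicate 2), and the median was 0.87 without ADV-MASH replicate 1. In Mild-MASH it was 0.26 (adjusted p = 0.377). PRF1 is also in the NK cell list, so the scores of the 2 lists are not independent. Both scores were highest in ADV-MASH replicate 1 (3.47 for granzymes and perforin, 3.35 for NK cells). Both were lowest in control replicate 3 (0.16 and 0.33). NK cell RNA in the preparations and expression by neutrophils cannot be told apart for these genes.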

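Of 44 collagen genes in the files, 13 passed the filter on low counts. COL4A3, COL19A1 and COL6A2 were called up and COL7A1 and COL11A2 down in ADV-MASH against the control subjects, and COL17A1 was called up in Mild-MASH. The median log2 fold change of the collagens was 0.25 in ADV-MASH and 0.35 in Mild-MASH (camera adjusted p = 0.997 and 0.929), and both medians changed sign without single libraries, to -0.34 without ADV-MASH replicate 3 and -0.12 without Mild-MASH replicate 3. Of 12 laminin genes 3 passed the filter, of which LAMC1 and LAMA5 were called up in ADV-MASH, and none was in Mild-MASH. FBN1 (ENSG00000166147.14, chromosome 15, 48408306 to 48645849), fibrillin 1, rose from 0.662 ± 0.379 CPM (SD, n = 5) in the control subjects to 4.95 ± 2.07 CPM (SD, n = 3) in Mild-MASH and 2.69 ± 0.979 CPM (SD, n = 4) in ADV-MASH, log2 fold changes of 2.92 and 2.05 (standard errors 0.45 and 0.43, adjusted p = 0.0126 and 0.00881), with all 7 MASH libraries above all 5 controls, and it was called in both groups in all 12 fits that each left out 1 library. Of 22 MMP genes 6 were tested. MMP8 was called up in Mild-MASH, and MMP11 up and MMP25 down in ADV-MASH (-0.80, adjusted p = 0.0197), where Mild-MASH had 0.21 (adjusted p = 0.598). Of 24 ADAMTS and ADAMTSL genes 3 were tested, and ADAMTSL4 was called up in Mild-MASH, with a log2 fold change of 0.52 (standard error 0.14, adjusted p = 0.0604). In the edgeR fit of all 12 libraries with the filter on low counts, none of the genes named here was called between ADV-MASH and Mild-MASH. DESeq2 and the fit without the filter called MMP25 and ADAMTSL4 lower in ADV-MASH. ADAMTSL4 was also called there without Mild-MASH replicate 1. The metalloproteinases and ADAM proteases together had medians of 0.16 in Mild-MASH and -0.16 in ADV-MASH (adjusted p = 0.360 and 0.670).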

Neutrophils from both groups express fibrillar and non-fibrillar collagens, laminin and fibrillin 1, as well as pro-fibrotic metalloproteinases, suggesting that neutrophils may contribute to fibrosis progression in MASH (Figure 4E).

### 3.4. MASH-Driven Alterations in Neutrophil Profiles Correlate with Disease Progression

We then hypothesized that disease evolution affects the gene expression of circulating neutrophils (CTR < Mild < ADV and CTR > Mild > ADV). To test this hypothesis, we used the likelihood ratio test (LRT) and found that 4722 genes followed a specific pattern across samples that could correlate with MASH progression. 

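A quasi-likelihood F test of both group terms together, in place of the likelihood ratio test, called 3895 genes at an adjusted p under 0.1. With DESeq2's likelihood ratio test 5085 were called, and the count moved most with the eosinophil and lymphocyte marker scores as covariates, to 63. Without 1 library it ran from 2503 without ADV-MASH replicate 2 to 5061 without Mild-MASH replicate 1. It was 2594 without ADV-MASH replicate 1. For 1214 of the 3895 genes (31.2%), ADV-MASH and Mild-MASH differed from each other at an unadjusted p under 0.05.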

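The 3895 genes were sorted by the order of the 3 group means of log2 CPM, in place of the clusters of Figure 5A. The control subjects were lowest for 2115 genes (54.3%) and highest for 1373 (35.3%), shares that among all genes tested were 39.7% and 38.5%. The strict order of control, Mild-MASH and ADV-MASH held upwards for 1512 genes and downwards for 920, 62.4% of the total. In the remaining 603 genes with the lowest mean in the control subjects Mild-MASH lay above ADV-MASH, and in 453 with the highest mean there it lay below. The share with the control subjects lowest was between 44.4% with the marker scores as covariates, among 63 genes, and 59.0% at an adjusted p under 0.05. The share with the control subjects highest was 9.52% with the marker scores and 31.6% to 37.8% under the other alternatives.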

We observed that most of the genes (55%) gradually upregulated their expression during MASH progression (group 2, Figure 5A) and that 34% of the genes exhibited lower expression with disease development (group 1, Figure 5A). Only a small group of genes diverged between Mild and ADV stages (groups 3 and 4, Figure 5A).

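In 274 of these genes Mild-MASH was highest and ADV-MASH lowest (7.03%), and in 133 Mild-MASH was lowest and ADV-MASH highest (3.41%). Among all genes tested the shares were 11.6% and 10.1%. Without 1 library the numbers rose to 486 and 390 without Mild-MASH replicate 1, and fell most to 144 without Mild-MASH replicate 3 (with 133 for the other order) and to 56 without ADV-MASH replicate 2 (with 160 for the first). They were 168 and 82 without ADV-MASH replicate 3, and 184 and 76 without control replicate 4.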

After identifying the group of genes that were modulated by disease progression, we analyzed their functional significance (Figure 5B). 

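For genes of MHC class I presentation, the median log2 fold change against the control subjects was -0.30 in Mild-MASH and -0.16 in ADV-MASH (camera adjusted p = 0.0901 and 0.128). The former passed without control replicate 1 (-0.34, adjusted p = 0.0366). Of the 35 core autophagy genes, 7 had a positive log2 fold change in Mild-MASH and 6 in ADV-MASH, where 11 were called down and 2 up. Between ADV-MASH and Mild-MASH the median was -0.069 (adjusted p = 0.250), and it was 0.0086 without ADV-MASH replicate 1. Of the pro-apoptotic BCL2 family and caspases, 3 were called up and 5 down in ADV-MASH. MHC class I presentation differed by 0.13 between ADV-MASH and Mild-MASH (adjusted p = 0.985). No list of endocytosis genes was tested.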

Pathways related to antigen presentation, pathogen pattern recognition, autophagy, apoptosis, endocytosis, and degranulation are possibly inhibited with MASH progression. However, these cells are likely to increase the RNA translation, NET formation, and activation of adaptive immune response during MASH development. These findings suggest that neutrophils undergo a change in their immunological and homeostatic behaviors during disease evolution, becoming less prone to regular degranulation and favoring the establishment of inflammation and fibrosis, which may ultimately contribute to MASH progression.

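Against the control subjects, the 85 ribosomal protein genes had a median log2 fold change of 0.69 in ADV-MASH (camera adjusted p = 8.00e-11, fry adjusted p = 0.0337), with 61 called up and 3 down, and without 1 library it stayed between 0.49 and 0.84. The score of the list was 6.22, 5.96 and 5.59 in ADV-MASH replicates 1, 2 and 3. In ADV-MASH replicate 4 it was 5.26, within the range of the controls (4.67 to 5.31). In Mild-MASH the median was 0.082 (adjusted p = 0.929). Of the 12 genes of MHC class II presentation, 11 were called up in ADV-MASH, with a median of 1.79 (camera adjusted p = 1.45e-06, fry adjusted p = 0.0115). In Mild-MASH their median was 0.61 (adjusted p = 0.0482), which did not pass without control replicates 3 or 4 or Mild-MASH replicates 2 or 3 and was 0.33 without Mild-MASH replicate 3 (adjusted p = 0.348). The B cell score was also higher in every ADV-MASH library (4.30 to 5.88) than in the controls (1.29 to 3.18). The cell source of the MHC class II transcripts therefore stays open.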

## 4. Discussion

MASH, the more severe form of MAFLD, is characterized by inflammation, hepatic damage, and fibrosis [29]. The innate inflammatory response is a key factor in triggering MASH [11]. Accumulating evidence supports that neutrophils may be a suitable target for treating MASH [7]. However, neutrophil participation in disease progression is not clear, and a better understanding of the molecular mechanisms underlying neutrophil function is essential for developing new therapies for MAFLD. To address this knowledge gap, we evaluated the transcriptome of circulating neutrophils isolated from the peripheral blood of MASH patients at different stages of the disease, which were classified as Mild-MASH (i.e., low inflammation scores and absent/low fibrosis) and ADV-MASH (i.e., high inflammation and fibrosis scores). Our findings suggest that neutrophils may play a more complex and multifaceted role in MASH than previously thought.

As evidenced by the large number of differentially expressed genes detected in our study, circulating neutrophils are activated in MASH. Among the top upregulated genes in neutrophils from mild and advanced MASH, we found genes that have already been associated with MAFLD progression or with pro-inflammatory neutrophils. 

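ALOX5 (ENSG00000012779.11, chromosome 10, 45374176 to 45446119) was at 1078 ± 207 CPM (SD, n = 5) in the control subjects, 953 ± 153 CPM (SD, n = 3) in Mild-MASH and 814 ± 93.7 CPM (SD, n = 4) in ADV-MASH. It was called down in ADV-MASH, with a log2 fold change of -0.40 (standard error 0.17, adjusted p = 0.0979), and not in Mild-MASH (-0.18, adjusted p = 0.576), with -0.23 between them (adjusted p = 0.665). The call in ADV-MASH was lost in 8 of the 12 fits that each left out 1 library (highest adjusted p = 0.253, without ADV-MASH replicate 1), without the filter on low counts, with at least 10 counts in every library, with only the compared groups and with 1 surrogate variable. The paper's discussion lists Alox5 and then describes Alox15, and ALOX15 was called up in both MASH groups. CCL4 (ENSG00000275302.2, chromosome 17, 36103590 to 36105621), whose reads can be shared with its near-identical copies, rose from 6.19 ± 5.10 CPM (SD, n = 5) to 25.8 ± 12.4 CPM (SD, n = 4) in ADV-MASH, a log2 fold change of 2.06 (standard error 0.60, adjusted p = 0.0315) that was not called without the filter on low counts. In Mild-MASH it was at 19.1 ± 14.1 CPM (SD, n = 3) and rose by 1.61 (adjusted p = 0.151). There it was called without control replicate 5 (log2 fold change 2.26, adjusted p = 0.0551) and without Mild-MASH replicate 1 (log2 fold change 2.00, adjusted p = 0.0750) and with DESeq2. IL34 was called in Mild-MASH, with a log2 fold change of 3.69 (standard error 1.05, adjusted p = 0.0651), and was not called in 5 of the 12 fits that each left out 1 library, with its highest adjusted p without Mild-MASH replicate 2 (log2 fold change 2.31, adjusted p = 0.331).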

Of note, we found CCL4, IL1B, IL34, IL15R, Alox5, CD200R1, THBS4, and HRH4. CCL4 (MIP-1β) is a proinflammatory chemokine that recruits natural killer cells, monocytes, and neutrophils to inflammatory sites [30,31]. IL1B and IL34 are both pro-inflammatory cytokines that promote macrophage recruitment and retention and hepatic stellate cell activation [32,33,34]. IL15 signaling is associated with high-fat diet-induced lipid accumulation and inflammation in the liver and with neutrophil phagocytosis competence [35,36]. Alox15 signaling is involved in liver injury pathogenesis in experimental models of hyperlipidemia-derived MAFLD and enhances neutrophil recruitment and inflammatory response [37,38,39]. The CD200R1:CD200 axis is reported as important for reactive oxygen species production (ROS) by neutrophils [40]. Thrombospondin-4 (THBS4) signaling facilitates macrophage differentiation into a pro-inflammatory phenotype [41]. The histamine 4 receptor (HRH4) is a potent inhibitor of adhesion-dependent neutrophil degranulation [42]. Regarding the functional pathways analysis of the differentially expressed genes in mild and advanced MASH neutrophils, we found an enrichment of pathways related to increased cell survival, with the marked inhibition of apoptosis. In normal physiological conditions, neutrophils are short-lived cells. However, our findings support that in MASH, circulating neutrophils display a longer lifespan and pro-inflammatory features that may promote tissue injury upon neutrophil recruitment to the liver, ultimately contributing to MASH progression.

Although neutrophils from mild and advanced MASH cases share several similarities, these cells also display different immunological traits according to disease stage. In Mild-MASH, we observed neutrophils with the increased expression of markers that indicate the prevalence of a mature neutrophil population. The maturation status of neutrophils has been linked to granule-associated functionality [43]. 

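CTSG (ENSG00000100448.4, chromosome 14, 24573522 to 24576260), cathepsin G, was at 1.16 ± 0.923 CPM (SD, n = 5) in the control subjects, highest in control replicate 4, 20.7 ± 27.6 CPM (SD, n = 3) in Mild-MASH and 2.87 ± 2.96 CPM (SD, n = 4) in ADV-MASH, a log2 fold change of 4.16 (standard error 1.05, adjusted p = 0.0534) in Mild-MASH. It was not called without Mild-MASH replicate 1 (2.08, adjusted p = 0.165), without control replicates 1 or 3 (adjusted p = 0.110 and 0.114) or without the filter on low counts. LCN2 (ENSG00000148346.12, chromosome 9, 128149071 to 128153455), lipocalin-2, was at 14.7 ± 7.67 CPM (SD, n = 5), 94.9 ± 98.0 CPM (SD, n = 3) and 24.4 ± 14.5 CPM (SD, n = 4), a log2 fold change of 2.69 (standard error 0.62, adjusted p = 0.0426) in Mild-MASH that was not called without Mild-MASH replicate 1 (1.37, adjusted p = 0.103) or without the filter. In ADV-MASH the log2 fold changes were 1.29 and 0.72 (adjusted p = 0.369 and 0.400), and between ADV-MASH and Mild-MASH -2.88 and -1.97 (adjusted p = 0.310 and 0.257).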

Our data confirmed that these cells expressed high levels of myeloperoxidase (MPO), azurophil (AZU1), elastase (ELANE), cathepsin G (CTSG), and lipocalin-2 (LCN2), important proteins that constitute the prepackaged neutrophil granules. Moreover, these cells also displayed an enrichment of migratory/homing and degranulation activities. Together with the inhibition of apoptosis shown by the cells from this group, our data suggest that, in the initial stages of MASH, circulating neutrophils are predominantly mature with a high probability of homing to hepatic inflamed tissue. Once infiltrating the liver, these cells might live longer and be more prone to degranulate, which would consequently aggravate MASH-derived hepatic injuries.

On the other hand, circulating neutrophils from patients with advanced MASH expressed high levels of precursors and immature neutrophil markers. This neutrophil pattern is often observed during severe infection or systemic inflammation conditions due to a process known as emergency granulopoiesis. This adaptive mechanism enhances neutrophil output from the bone marrow to compensate for the increased consumption of these cells during the innate immune response [44]. Prematurely released neutrophils might also represent low-density neutrophils (LDNs), a neutrophil subset that display proinflammatory, degranulation, and immunosuppressive features [45]. LDNs have been reported in obesity and other hepatic diseases [46,47]. We examined the known markers of LDNs suggested by various studies, including CD33, CD66b, CD36, CD41, CD61, CD226, ORL1, CD11b, and CD15, in both Mild and ADV samples [47,48]. However, our analysis did not reveal a significant presence of LDN markers in either group. 

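The files name CD66b as CEACAM8, CD41 as ITGA2B, CD61 as ITGB3, CD11b as ITGAM and CD15 as FUT4, the enzyme that makes it, and ORL1 was read as OLR1. ITGB3 did not pass the filter on low counts. Of the other 8, 4 were called up in Mild-MASH, and 3 up and 1 down in ADV-MASH. Adjusted over the list alone, which the paper takes from other studies, 4 passed upwards in Mild-MASH, and 4 up and 1 down in ADV-MASH. CEACAM8 (ENSG00000124469.12, chromosome 19, 42580241 to 42595055), also in the specific granule list, rose from 5.64 ± 3.31 CPM (SD, n = 5) to 54.3 ± 54.1 CPM (SD, n = 3) in Mild-MASH, a log2 fold change of 3.27 (standard error 0.72, adjusted p = 0.0381) that moved to 2.04 without Mild-MASH replicate 1, and had 1.14 in ADV-MASH (adjusted p = 0.241) and -2.12 between the MASH groups (adjusted p = 0.284). OLR1 (ENSG00000173391.9, chromosome 12, 10158301 to 10172138) rose by 3.49 in Mild-MASH (adjusted p = 0.0196, 2.18 without replicate 1) and 1.57 in ADV-MASH (adjusted p = 0.0805), where the call was lost in 6 of the 12 fits that each left out 1 library (highest adjusted p = 0.257 and 0.98 without ADV-MASH replicate 3), without the filter and with 1 surrogate variable. ITGA2B (ENSG00000005961.19, chromosome 17, 44372180 to 44389505), the only gene of the platelet list past the filter, rose by 3.29 and 3.11 (adjusted p = 0.0306 and 0.00912). FUT4 rose by 1.44 in Mild-MASH (adjusted p = 0.0414), but was not called without Mild-MASH replicate 1 (log2 fold change 0.87, adjusted p = 0.103), and was at -0.0068 in ADV-MASH, with control replicate 3 below the other controls. The difference between the MASH groups was -1.45 (adjusted p = 0.180).
In ADV-MASH, CD36 was called up (1.29, adjusted p = 0.0769) and CD33 down (-0.88, adjusted p = 0.0956), calls that were lost in 6 and 7 of the 12 fits (highest adjusted p = 0.172 without ADV-MASH replicate 4 and 0.198 without control replicate 2), and both without the filter. CD36 also lost its call with 1 surrogate variable, and CD33 with at least 10 counts in every library and with only the compared groups. In Mild-MASH they had 0.56 and -0.72 (adjusted p = 0.553 and 0.278), and CD33 was called without Mild-MASH replicate 1 (log2 fold change -1.24, adjusted p = 0.0787). CD226 was at 0.45 and 1.07 (adjusted p = 0.646 and 0.146), called in ADV-MASH without control replicate 5 (1.51, adjusted p = 0.0461), and ITGAM at 0.33 and -0.12 (adjusted p = 0.466 and 0.770).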

While we acknowledge the possibility of LDNs being present, our dataset does not provide evidence to support this observation.

Immature neutrophils circulating in advanced MASH patients also expressed an array of pro-inflammatory chemokines that can aggravate and perpetuate liver inflammation, such as CCL2, CCL3, CCL5, CXCL1, and XCL2. 

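CCL2 (ENSG00000108691.9, chromosome 17, 34255218 to 34257203) rose from 0.0579 ± 0.0395 CPM (SD, n = 5) in the control subjects to 0.559 ± 0.348 CPM (SD, n = 4) in ADV-MASH, a log2 fold change of 3.10 (standard error 0.76, adjusted p = 0.0142), called in all 12 fits that each left out 1 library. CCL5 (ENSG00000271503.6, chromosome 17, 35871491 to 35880793) rose from 5.12 ± 4.32 CPM (SD, n = 5) to 17.6 ± 11.3 CPM (SD, n = 4), a log2 fold change of 1.78 (standard error 0.64, adjusted p = 0.0681), but was not called in 5 of the 12 fits that each left out 1 library, with its highest adjusted p without ADV-MASH replicate 1 (log2 fold change 1.30, adjusted p = 0.224). CCL3 (ENSG00000277632.2, chromosome 17, 36088256 to 36090169), which has near-identical copies, rose from 2.24 ± 3.17 CPM (SD, n = 5) to 10.7 ± 5.34 CPM (SD, n = 4), a log2 fold change of 2.24 (standard error 0.85, adjusted p = 0.0814), which was not called in 7 of the 12 fits that each left out 1 library, with its highest adjusted p without ADV-MASH replicate 1 (log2 fold change 1.88, adjusted p = 0.207), and it moved to 3.65 without control replicate 5. Both CCL3 and CCL5 lost their calls without the filter on low counts and with 1 surrogate variable. XCL2 (ENSG00000143185.4, chromosome 1, 168540765 to 168543997), in the NK cell list, had a log2 fold change of 1.87 (standard error 0.63, adjusted p = 0.0516). It was not called without control replicate 3 (log2 fold change 1.72, adjusted p = 0.105) or with 1 surrogate variable. CXCL1 (ENSG00000163739.5, chromosome 4, 73869393 to 73871242), the most abundant of the 5, was at 65.2 ± 30.5 CPM (SD, n = 5) and 124 ± 73.4 CPM (SD, n = 4), a log2 fold change of 0.93 (standard error 0.41, adjusted p = 0.123). It was called without control replicate 4 (log2 fold change 1.18, adjusted p = 0.0726) and with DESeq2. Between ADV-MASH and Mild-MASH, the log2 fold changes of CCL2, CCL3, CCL5, CXCL1 and XCL2 were 2.15, 0.24, 0.59, 1.25 and 1.68 (adjusted p = 0.319, 0.947, 0.798, 0.322 and 0.382). Adjusted over the list of these genes and TNF alone, all 6 passed in ADV-MASH, which is not independent evidence. In the whole family, 8 of the 13 CCL, CXCL and XCL genes tested were called up (XCL2, CCL28, CCL2, CCL5, CCL23, CCL3, CCL4 and CCL4L2) and CXCL16 down.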

CCL2, CCL3, and CCL5 facilitate the recruitment of monocytes and macrophages, important cells implicated in MAFLD pathogenesis [35,49,50]. CXCL1 recruits neutrophils [39], and XCL2 recruits XCR1^+^ dendritic cells [51]. Furthermore, these cells also express TNF, a pro-inflammatory cytokine that can increase the expression of key molecules involved in lipid metabolism, inflammation, and fibrosis in the liver [52]. 

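TNF (ENSG00000232810.4, chromosome 6, 31575567 to 31578336) rose from 6.75 ± 2.93 CPM (SD, n = 5) in the control subjects to 13.7 ± 3.76 CPM (SD, n = 4) in ADV-MASH, a log2 fold change of 1.02 (standard error 0.37, adjusted p = 0.0676). It was not called without control replicate 4 (log2 fold change 0.94, adjusted p = 0.128), without ADV-MASH replicate 1 (log2 fold change 1.02, adjusted p = 0.145) or without ADV-MASH replicate 2 (log2 fold change 0.82, adjusted p = 0.191), without the filter on low counts or with 1 surrogate variable. In Mild-MASH it was at 9.68 ± 5.17 CPM (SD, n = 3), a log2 fold change of 0.52 (adjusted p = 0.443), and the difference between the MASH groups was 0.50 (adjusted p = 0.681).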

Another interesting feature of circulating neutrophils in advanced MASH is their increased expression of HLA class II, which can be a result of the typical systemic inflammation associated with MASH [53,54], and the increased expression of granzymes and perforin, suggesting they have acquired cytotoxic traits. Thus, our findings suggest that the later stages of MASH are marked by the premature release of immature neutrophils that, upon infiltrating the liver, could exacerbate the tissue inflammation by recruiting other inflammatory cells, activating innate and adaptive immune cells via antigen presentation, and enhancing liver injury via cell-mediated cytotoxic reactions.

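Of the 14 HLA class II genes tested, 12 were called up in ADV-MASH against the control subjects and 13 had a positive log2 fold change, while in Mild-MASH 12 were positive and only HLA-DRB5 was called. Between ADV-MASH and Mild-MASH 13 were positive and none was called in the fit of all 12 libraries. The 4 genes that the paper names had log2 fold changes of 1.47 to 2.11 there, and DESeq2 called all 4 up (adjusted p = 0.0146 to 0.0272). In ADV-MASH, HLA-DOA, HLA-DMB, HLA-DMA and HLA-DOB had log2 fold changes of 3.37, 1.79, 1.64 and 1.43 (adjusted p = 0.00547, 0.00628, 0.00819 and 0.0128). Over the MASH libraries, the scores of the MHC class II and B cell lists were both lowest in Mild-MASH replicate 1 (3.84 and 2.48). Both were highest in ADV-MASH replicate 1 (6.50 and 5.88). Whether neutrophils or B cells in the preparations carried the HLA class II transcripts was not tested.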

Overall, our findings shed new light on the immunological mechanisms driving neutrophil involvement in MASH progression and provide valuable insights for developing therapeutic strategies targeting these cells to prevent fibrosis and enhance treatment outcomes. While our findings support the active role of neutrophils in MASH progression, we cannot rule out the influence of several factors related to the underlying MASH pathophysiology that might have a synergistic impact on neutrophil behavior, such as progressive inflammation, oxidative stress, and liver injury and age, genetic background, and other metabolic disorders associated with the disease [55,56,57,58,59]. A limitation of our study lies in its small sample size and reliance on RNA-Seq alone to assess circulating neutrophils. However, the disease stage was confirmed by histological analysis and, despite the small sample size, our gene expression analysis provides valuable data to help us understand the role played by neutrophils in MASH progression. Our dataset provides a resource to inform other researchers and aid in the design of hypothesis-driven studies. Future functional and protein analyses would be beneficial to validate this functional shift.

## Figures and Tables

**Figure 1:**
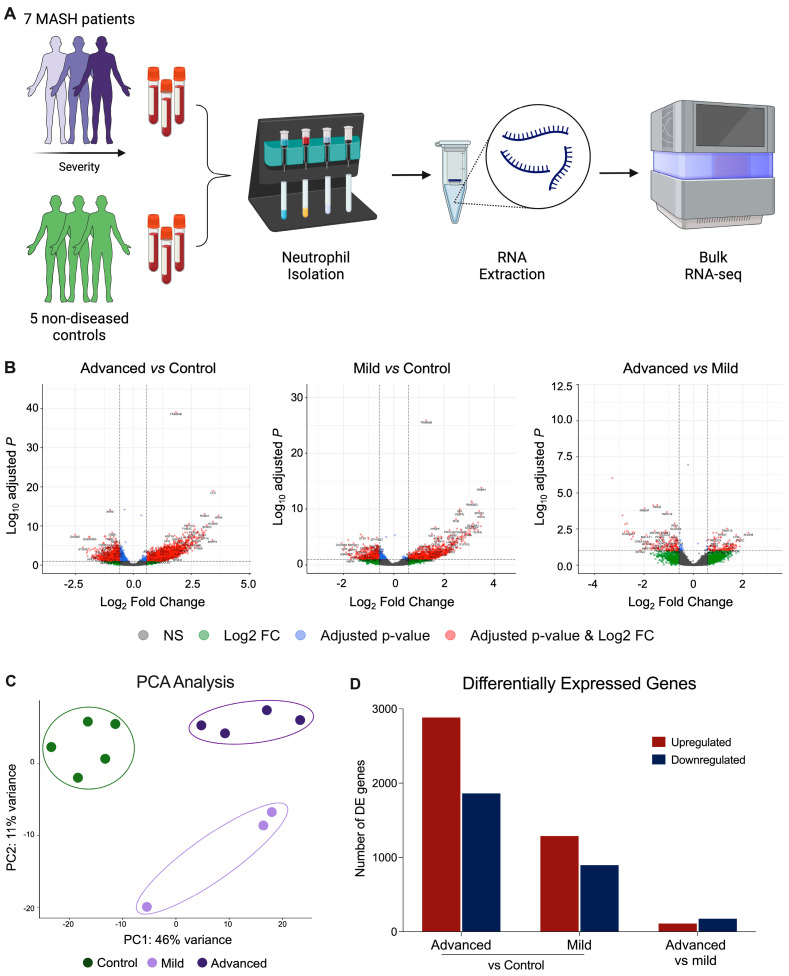
Transcriptomic characterization of neutrophils circulating in MASH patients. (**A**) Overall experimental design applied to this study. (**B**) Volcano plots display the distribution of genes expressed by MASH subjects compared to non-diseased control individuals and between advanced and mild MASH. (**C**) PCA plot illustrating the relationship of all samples based on dynamic gene expression of all genes comparing mild and advanced MASH with control groups. (**D**) Number of significantly upregulated (red) and downregulated (blue) genes (FC > 1.2, adj. *p* value < 0.1) comparing MASH and control samples, and advanced vs. mild MASH).

**Figure 2:**
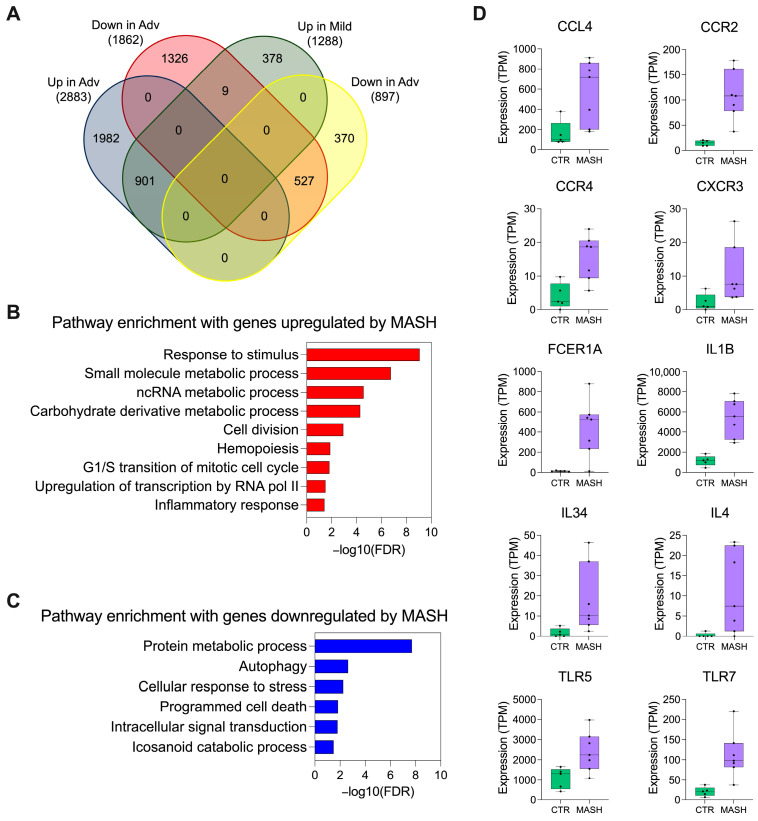
Genes commonly affected by MASH in circulating neutrophils. (**A**) Venn diagram illustrating the unique and common differentially expressed genes in neutrophils from mild and advanced MASH cases. Genes were grouped according to regulation direction. (**B**) Functional enrichment analysis of genes commonly upregulated in mild and advanced MASH. (**C**) Functional enrichment analysis of genes commonly downregulated in mild and advanced MASH. (**D**) Differentially expressed genes commonly upregulated in neutrophils from MASH patients with relevant immunological function for MAFLD progression.

**Figure 3:**
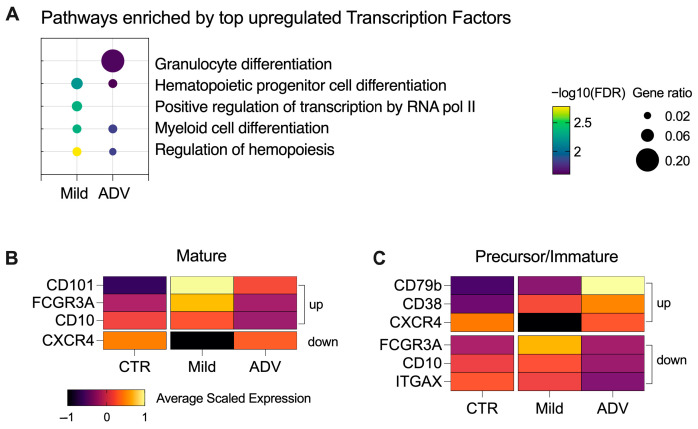
Maturation profile of circulating neutrophils changes during MASH progression. (**A**) Functional enrichment pathway analysis of top transcription factors upregulated in neutrophils from mild and advanced MASH patients. (**B**) Heatmap showing the average scaled gene expression of biomarkers expressed by mature neutrophils. The right-side legend indicates the expected direction of gene regulation (up or down) in classic mature neutrophils. (**C**) Heatmap showing the average scaled gene expression of biomarkers expressed by precursor and/or immature neutrophils. The right-side legend indicates the expected direction of gene regulation (up or down) in precursor/immature neutrophils.

**Figure 4:**
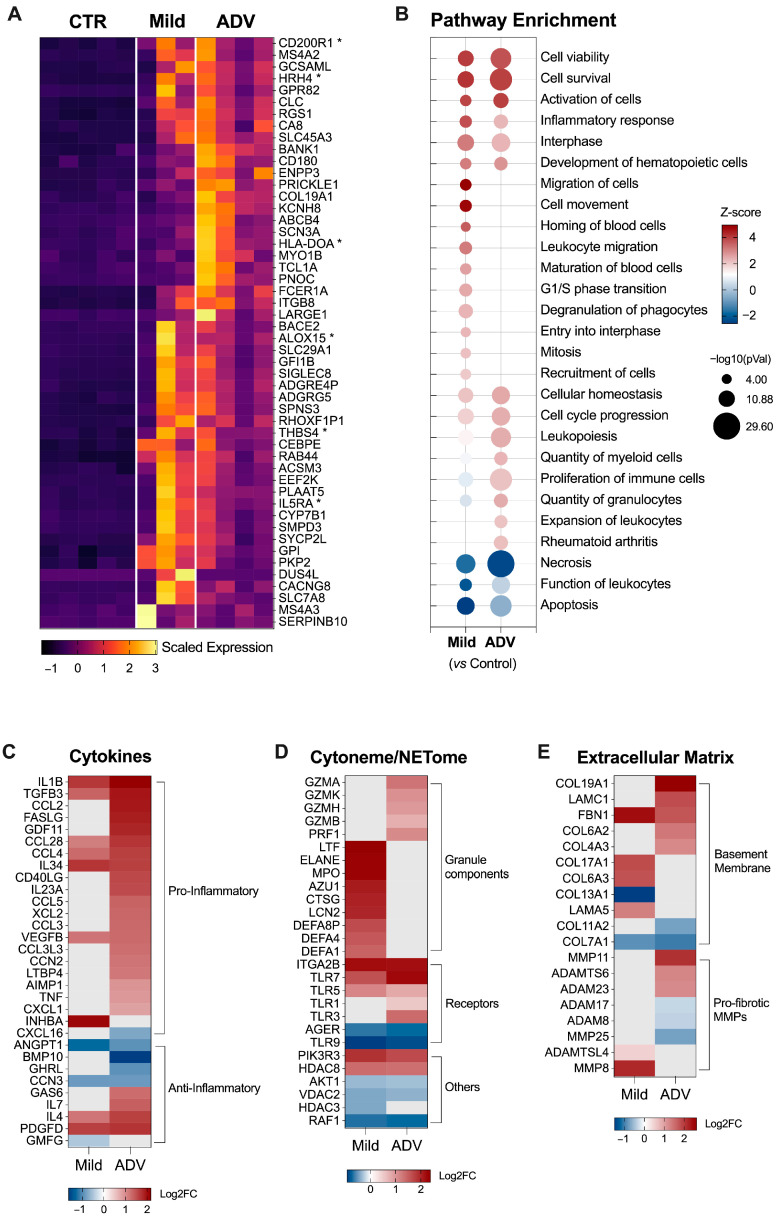
Circulating neutrophils express pro-inflammatory and pro-fibrotic genes in MASH patients. (**A**) Heatmap showing the top 50 upregulated genes in neutrophils from mild and advanced MASH. * Genes with relevant immunological function to MAFLD progression or for neutrophil-mediated inflammatory response. Values are shown as scaled gene expression. (**B**) Pathways enriched by genes differentially expressed in mild and advanced MASH compared to control. (**C**) Heatmap displaying cytokines expressed by MASH-derived neutrophils, grouped as pro- and anti-inflammatory. (**D**) Heatmap showing the expression of genes encoding granules proteins involved in degranulation (cytoneme) and/or neutrophils extracellular trap formation (NETome). (**E**) Heatmap displaying genes encoding basement membrane compounds and pro-fibrotic metalloproteinases (MMPs). Log2FC, log2-foldchange based on control samples.

**Figure 5:**
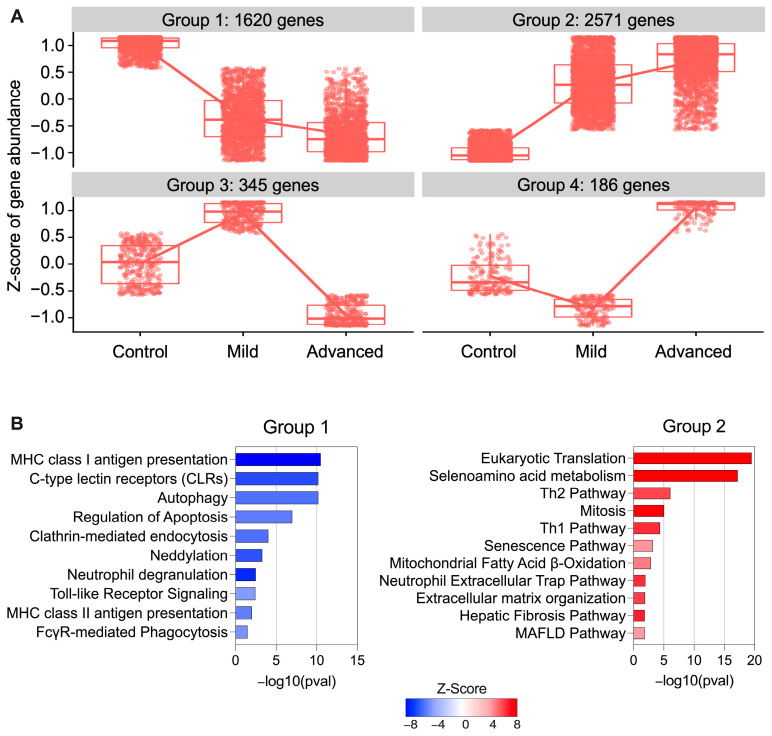
MASH progression directly impacts the circulating neutrophil transcriptome. (**A**) Boxplot showing the likelihood ratio test (LRT) results, where we identified the gene clusters that follow a specific pattern during the evolution of the disease. (**B**) Functional enrichment pathway analysis of genes identified in groups 1 and 2. Pathways were ranked according to −log10(pval) and colored according to the Z-score of activation.

**Table 1:** Clinical characteristics of patients included in this study.

Clinical Parameters	Control (*n* = 5)	Mild (*n* = 3)	Adv (*n* = 4)
Age, years (mean, range)	40 (35–56)	49 (41–55)	54 (30–71)
Sex, female/male (*n*)	3/2	1/2	3/1
BMI, kgm^−2^ (mean, range)	25 (23–27)	32 (29–33)	34 (31–37)
NAS score (mean, range)	NA	2 (2–3)	4 (2–5)
Fibrosis score (mean, range)	NA	0 (0–1)	3 (2–4)
ALT, U/L (mean, range)	NA	65 (32–98)	82 (38–160)
AST, U/L (mean, range)	NA	30 (19–41)	37 (38–107)
Diabetes (*n*)	0	0	2

ALT, alanine aminotransferase; AST, aspartate aminotransferase; U/L, units per liter; NA, not applicable.

## Data Availability

The datasets generated for this study can be found in the Gene Expression Omnibus (GEO) at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE247467.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biomedicines12051105/s1. Figure S1: Identification of genes that shift expression in neutrophils from mild to advanced MASH patients; Figure S2: Direct comparison between advanced and mild MASH.

# Supplementary material for: Circulating Neutrophil Profiles Undergo a Dynamic Shift during Metabolic Dysfunction-Associated Steatohepatitis (MASH) Progression
**Source:** Biomedicines. 2024 May 16;12(5):1105. doi: 10.3390/biomedicines12051105
**Supplement:** Supplementary file 1

Article

# Circulating Neutrophil Profiles Undergo a Dynamic Shift during Metabolic Dysfunction-Associated Steatohepatitis (MASH) Progression

Ana C. Maretta-Mira <sup>1,\*</sup>, Matthew P. Salomon <sup>1</sup>, Shefali Chopra <sup>2</sup>, Liyun Yuan <sup>1</sup> and Lucy Golden-Mason <sup>1</sup>

## Supplementary Figures

### Content List:

Supplemental Figure 1

Supplemental Figure 2

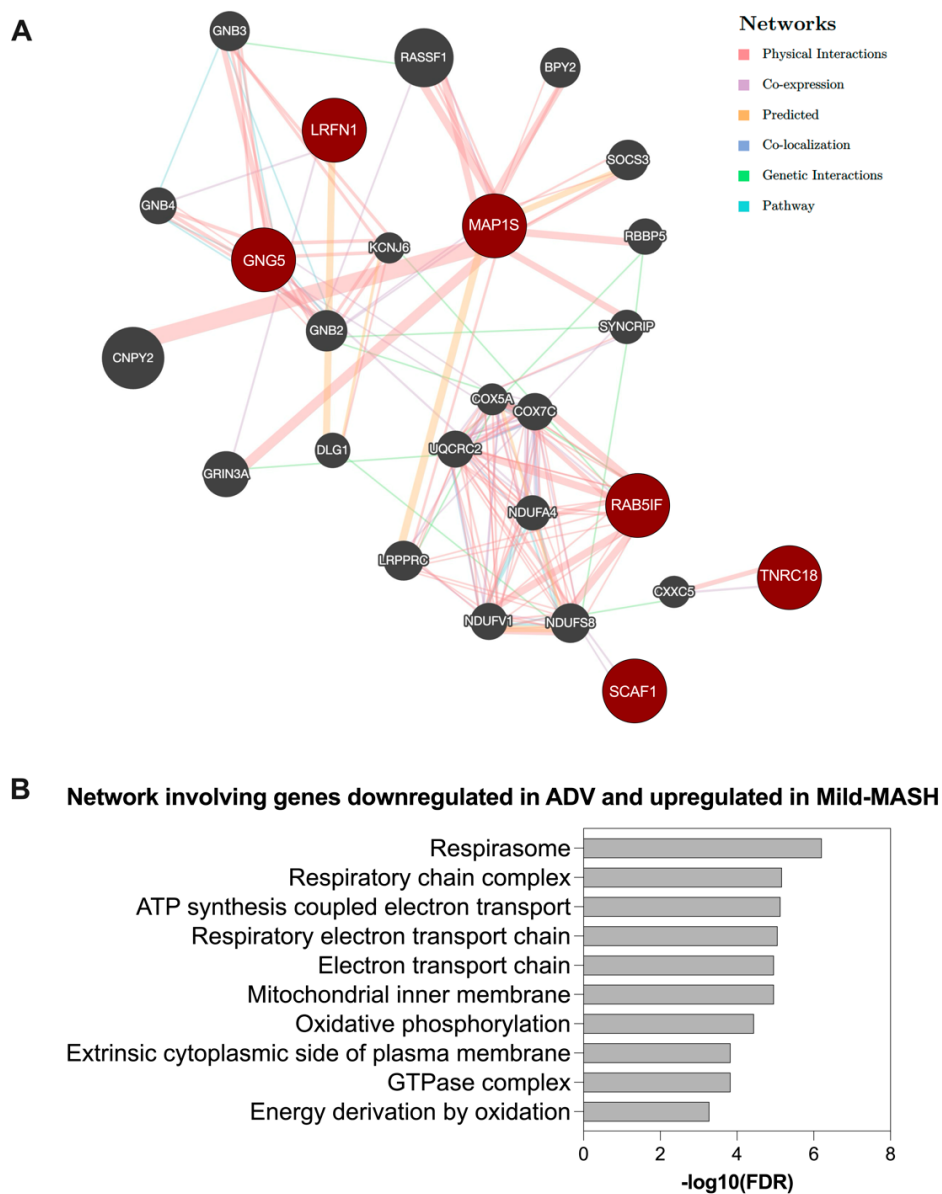

**Figure S1.** Identification of genes that shift expression in neutrophils from mild to advanced MASH patients. **(A)** Network analysis using GeneMANIA showed that from the 9 genes identified in our dataset, 6 genes are part of a larger network. Legend indicates the type of connection among the genes. **(B)** Pathway enrichment of genes involved in the network from Figure A.

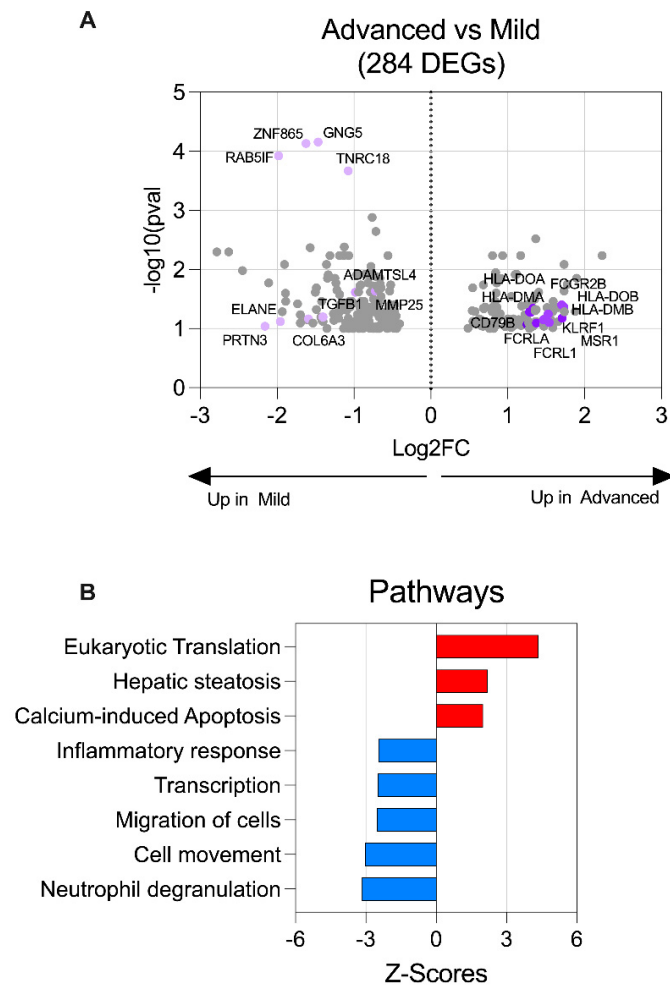

**Figure S2.** Direct comparison between advanced and mild MASH. **(A)** Volcano plot showing the differentially expressed genes obtained from statistical comparison of advanced and mild transcriptome groups. Arrow to the left: genes upregulated in Mild x Adv. Arrow to the right: genes upregulated in Adv x Mild. **(B)** Pathways enrichment analysis showing pathways upregulated in Mild x Adv (blue) and Adv x Mild (red).

How the deposited data were processed for this re-analysis (not part of the article)

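RNA of circulating neutrophils from 5 control subjects, 3 Mild-MASH patients and 4 ADV-MASH patients was sequenced from strand-specific poly(A) libraries, 1 per person, after negative selection of the neutrophils. The authors trimmed the reads, aligned them with STAR to the GENCODE human reference and deposited 1 file per library with the count of each Ensembl gene, as whole numbers without normalization. The paper's text names neither the program that counted the reads nor its strand setting, and the files hold no counts of unassigned reads. All 12 files were used, and each library was assigned to its group by its title. Control replicate 1, whose disease label reads MASH, was kept as a control because the groups of the paper have these sizes.

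Total counts per library were 19330446 to 34183364 in the control subjects, 16042576 to 40019204 in Mild-MASH and 19989005 to 31832208 in ADV-MASH, with a median of 26600644 over all. Genes of the mitochondrial genome took 1.05% to 2.67% of them. The precision of a value is given by its SD or standard error over the libraries of a group. Intervals of single shares are 95% Wilson intervals and cover counting error only, since reads without molecular identifiers are not independent molecules.

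Genes were filtered with filterByExpr by group and scaled with TMM factors, which ran from 0.852 to 1.25, in edgeR 4.0.16. A quasi-likelihood model (glmQLFit with robust estimation) with the group as its only term was fitted to the 12 libraries together, and each pair of groups was compared with glmQLFTest. A gene was called at a Benjamini-Hochberg adjusted p under 0.1 and a fold change over 1.2 in either direction. An F test of both group terms together, at an adjusted p under 0.1, stood for the paper's likelihood ratio test, and genes it called were sorted by the order of the group means. The paper's sex term was left out, because the sex of each library was not used here. Principal components, scores and lists used log2 CPM with a prior count of 2. Lists with at least 5 genes past the filter were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, with adjustment over the lists of each comparison. The threshold for lists, an adjusted p under 0.05, was not among the choices fixed beforehand and was set after the list values had been seen. Scores of marker lists, the mean log2 CPM of a list's genes, were compared between the 7 MASH and the 5 control libraries with a two-sided exact permutation test. R 4.3.3, data.table 1.17.8, Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

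The grouping, tests, gene thresholds, gene lists and all alternatives but 2 were fixed before the data were examined, as was the rule for the genes named in the text. It takes every gene that the paper's text names for these libraries, and in each comparison the 5 genes up and the 5 genes down with the largest log2 fold change among called genes whose groups do not overlap in CPM and whose mean is at least 5 CPM. Members of a list are named where the list itself is described. The lists covered cytosolic ribosomal proteins, proteasome subunits, the respiratory chain and ATP synthase, collagens, laminins, matrix metalloproteinases and ADAM proteases, toll-like receptors, chemokines, autophagy, the G1/S and G2/M phases, MHC class I and class II presentation, the pro-survival and pro-apoptotic BCL2 families, granzymes and perforin, azurophil and specific granules, mature neutrophils and immediate early genes, and marker genes of eosinophils, basophils, B, NK and T cells, monocytes, platelets and red cells. Lists of glucocorticoid-induced genes and clock genes were added after the first results.

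The alternatives were DESeq2 1.42.0 without a sex term, RLE size factors, no filter, at least 10 counts in every library, only the compared groups in the fit, 1 surrogate variable (svaseq in sva 3.50.0), scores of eosinophil and lymphocyte marker genes as covariates, a replicate block, an adjusted p under 0.05, no fold threshold, and each of the 12 libraries left out in turn. For principal components, the 500 most variable genes after DESeq2's variance-stabilizing transformation and the genes outside the marker lists were also used, for lists fry and a correlation estimated for each list, and for marker lists the genes the paper does not name. The other 2 alternatives were chosen after seeing the data: thinning every library to the smallest total, and removing from each library its trend with GC content (span 0.3). GC content was taken from the reference transcripts of 99.2% of the genes tested. The number of genes called was compared with the numbers over up to 100 splits of the libraries into groups of the same sizes, the real split included.

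The procedure was tested on simulated data with 200 genes changed by a log2 fold change of 2 in 1 comparison. It called 175 of them for ADV-MASH against control, 185 for Mild-MASH against control and 166 for ADV-MASH against Mild-MASH, all with the right sign, and 10.3%, 7.96% and 12.2% of its calls were genes that had not been changed. The files were checked for repeated libraries. Differences between any 2 libraries exceeded counting error, with a chi-square per degree of freedom of 48.3 to 166. Gene names and positions on GRCh38 came from a GENCODE release older than that of the paper, so the symbol of a gene can differ. The databases behind the paper's pathway figures were not used here, and no sequence variants were analysed.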

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

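The tests of B cell RNA behind CD79B and related genes, and of ribosomal protein genes against B cell genes, were chosen only after the results had been seen, and so was the log2 scale for single genes in the search for libraries set apart. In that search, a library was set apart when its gap to the nearest other library of its group, divided by the range of the group, exceeded Dixon's 95% critical value. Groups of 3 were left out. This held in 13 of 248 groups of values, where chance gives 12.4 (1 in 20). For single genes it held in 10 of 176 groups on the log2 scale, and would have held in 21 on the scale of CPM.

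Among the control subjects, replicate 1 was high in HRH4 (-0.75 against -2.27 to -1.90, ratio 0.755) and CACNB4 (6.37 against 4.15 to 4.39, ratio 0.893), was the only control with counts on IL4 (-2.97 log2 CPM against -3.73, ratio 1.0) and was low in the toll-like receptor score (5.78 against 6.24 to 6.42, ratio 0.713). Replicate 4 was high in CTSG (1.52 against -0.62 to -0.036, ratio 0.726) and DEFA4 (3.29 against 1.10 to 1.67, ratio 0.741), and replicate 3 low in FUT4 (1.40 against 2.43 to 2.61, ratio 0.854). Replicate 5 was low in the proteasome score (4.51 against 4.61 to 4.65, ratio 0.732) and high in hemoglobin genes (ratio 0.967), with 1912 of 28909898 counts, 0.00661% (95% Wilson interval 0.00632% to 0.00692%), against 0.000275% to 0.000481% in the other controls, whose intervals together span 0.000225% to 0.000572%. In ADV-MASH, replicate 3 was low in FCGR3A (8.33 against 9.32 to 9.44, ratio 0.893), TGFB1 (7.06 against 7.57 to 7.67, ratio 0.839) and ALOX15 (4.61 against 5.76 to 5.88, ratio 0.907), and replicate 4 high in CD38 (3.96 against 3.53 to 3.55, ratio 0.965). Values are log2 CPM where no unit is given. A mislabelled MASH library was tested for control replicate 1, whose disease label reads MASH. Its value on the first principal component, -60.1, lay beyond the mean of the other controls (-48.7) and on the far side from the mean of the MASH libraries (36.4), which argues against this explanation. For the other single libraries neither a technical nor a biological explanation was tested, as the number of such groups was close to that of chance.

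Between ADV-MASH and Mild-MASH, 8 lists differed directly under camera's preset correlation. The median log2 fold change of ADV-MASH against Mild-MASH was 0.67 (camera adjusted p = 1.04e-20) for ribosomal proteins, 1.52 (camera adjusted p = 5.00e-09) for B cell genes, 1.34 (camera adjusted p = 2.28e-06) for MHC class II presentation, 0.91 (camera adjusted p = 0.0179) for chemokines, 0.81 (camera adjusted p = 0.0161) for NK cell genes, -0.36 (camera adjusted p = 0.0117) for the G2/M phase, -2.80 (camera adjusted p = 1.82e-04) for azurophil granules and -1.34 (camera adjusted p = 2.28e-06) for specific granules. Of their genes, 78 of 85, 14 of 14, 12 of 12, 11 of 13, 12 of 13, 14 of 44, 0 of 10 and 0 of 14 were higher in ADV-MASH. None of these lists passed with fry (lowest adjusted p = 0.225) or with an estimated correlation (lowest adjusted p = 0.581). The first 3 differences passed without any 1 library. Without Mild-MASH replicate 1 the medians of chemokines, NK cell, G2/M, azurophil and specific granule genes were 0.50, 0.81, 0.087, -0.63 and -0.56, and none of these 5 passed. Chemokines also failed without ADV-MASH replicates 1, 2 or 3 (0.35, 0.75 and 0.63), G2/M genes without ADV-MASH replicate 2 (-0.28), and NK cell genes without Mild-MASH replicate 3 or ADV-MASH replicates 1 or 2 (0.48, 0.51 and 0.72). The NK cell median was 1.44 without Mild-MASH replicate 2, and that of specific granules -2.03 without ADV-MASH replicate 3.

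The increase of azurophil granule genes in Mild-MASH over the controls was not confined to 1 library. Its lowest median with 1 Mild-MASH library left out was 2.21, without replicate 1, which argues against that library as the only source. The rise was in 2 of the 3 libraries: the score (mean log2 CPM) was 6.05 in replicate 1 and 3.68 in replicate 3, while replicate 2 at 1.18 lay within the range of the controls (-0.093 to 1.91). For CD79B, FCRL1, FCRLA and the HLA-DO genes, a candidate explanation is more B cell RNA in the ADV-MASH preparations. The 9 B cell genes that the paper does not name were positive in 100% of cases in ADV-MASH against control and all were called, with log2 fold changes of 1.99 to 3.16. The same cells might carry ribosomal protein transcripts. Over the 7 MASH libraries, the ribosomal protein score and the B cell score had a Pearson r of 0.758 (exact permutation test, p = 0.0504) and a Spearman rho of 0.607 (exact permutation test, p = 0.167), and r was 0.869 without the 2 libraries farthest from the median. A shared source and separate changes cannot be told apart for the ribosomal protein genes, since 7 libraries are too few and the groups differ in both scores. The stage of the disease, as a change within the neutrophils or in the cells around them, stays open for all 8 lists. The lists were not retested with the GC trend removed.

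The marker lists of other blood cells changed also in the genes the paper does not discuss. With the genes the paper names left out, the score was higher in MASH by 3.34 for eosinophils (exact permutation test, p = 0.00126, 4 genes), 4.03 for basophils (exact, p = 0.00253, 5 genes), 2.04 for B cells (exact, p = 0.0101, 9 genes), 1.86 for T cells (exact, p = 0.0265, 13 genes) and 0.38 for monocytes (exact, p = 0.0215, 11 genes), on the log2 scale. For NK cells the difference was 0.78 (exact, p = 0.128). The share of tested genes with a positive log2 fold change in MASH was 100% for eosinophils, 100% for basophils, 100% for B cells and 100% for T cells, and their most abundant genes rose. CLC, ALOX15 and SMPD3 rose by 3.77, 5.27 and 4.82, CPA3, HDC, MS4A2 and FCER1A by 3.36, 5.65, 4.33 and 4.92, IGHM, CD79A and MS4A1 by 1.58, 2.07 and 2.03, and TRAC, CD3E and IL7R by 1.41, 1.30 and 1.21. The eosinophil gene CCR3, the marker used to judge purity, rose less, by 0.89 (standard error 0.41). More RNA of eosinophils, basophils, B cells and T cells in the MASH preparations is therefore a candidate explanation for these genes.

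For NK cells 92.3% of the genes were positive, while GNLY changed by -0.058 (standard error 0.42), NKG7 by 1.29 and PRF1 by 0.85. For monocytes 66.7% were positive, with VCAN at 1.52, CD14 at 0.36 and HLA-DRA at 1.27, and 6 of the 12 genes tested were above 5 CPM in every control, so neutrophils may express them. Whether the preparations held more RNA of NK cells or monocytes cannot be told apart from changes in other cells. The same holds for red cells, whose score differed between MASH and control with an exact permutation p of 0.254. Platelet RNA is argued against by its most abundant gene, as PPBP had 10 counts over all 7 MASH libraries. A lower share of neutrophils alone would raise all other cells alike, whereas the median log2 fold change in MASH was 4.62 for eosinophil, 4.81 for basophil, 2.05 for B cell, 1.36 for T cell, 0.66 for NK cell and 0.47 for monocyte genes. More of these cells in the blood of the patients, a different yield of the selection and expression by the neutrophils themselves all stay open, since no cell counts were used here.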

How the results depend on the processing

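Thinning and the removal of the GC trend were chosen only after the results had been seen. The share of variance between groups on the first 2 principal components and the 8 marker list scores kept their direction and their side of the threshold under every alternative run for them, RLE size factors and each of the 12 libraries left out among them. Every gene called in ADV-MASH or in Mild-MASH against control that had a value kept its sign with DESeq2, RLE size factors, no filter, at least 10 counts in every library, only the compared groups and 1 surrogate variable. With RLE size factors, 4377 of the 4395 genes of ADV-MASH and 1424 of the 1444 of Mild-MASH were called again. These shared calls numbered 3196 and 872 without the filter, 2738 and 876 with at least 10 counts in every library, 3816 and 929 with only the compared groups, and 3356 and 1280 with 1 surrogate variable. The 152 comparisons of named genes all stayed as they were with RLE size factors and with no fold threshold.

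With DESeq2, 2355 genes were called in Mild-MASH, 552 between ADV-MASH and Mild-MASH, 1001 up in both MASH groups and 571 down in both, and 25 named comparisons passed that had not passed before. Without the filter the direct comparison had 69 genes, 426 were up in both groups, 211 down in both and 2 up in Mild-MASH and down in ADV-MASH. IL15RA was then at -0.013 in ADV-MASH, 21 named comparisons no longer passed and 10 newly passed. For both of these the cause was not tested. With at least 10 counts in every library, which tests fewer genes, 2921 genes were called in ADV-MASH, 918 in Mild-MASH, 402 up in both and 3 up in Mild-MASH and down in ADV-MASH. In ADV-MASH MFSD14CP 0.013, CXCR4 0.020, FCGR3A 0.040 and FUT4 0.055 had the other sign, 4 named comparisons no longer passed and 1 newly passed. With only the compared groups, 2 genes were up in Mild-MASH and down in ADV-MASH, FCGR3A 0.031 and FUT4 0.039 changed sign in ADV-MASH, 7 named comparisons no longer passed and 3 did. This alternative gives no count across the 3 groups. With 1 surrogate variable, 11 named comparisons no longer passed and 1 newly passed. The cause was not tested for these either.

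At an adjusted p under 0.05, a stricter threshold by construction, 480 genes were called in Mild-MASH, 271 up in both groups, 84 down in both, 0 up in Mild-MASH and down in ADV-MASH and 2403 across the 3 groups. 24 named comparisons no longer passed. With fry, 9 list tests passed in place of 32, 24 fewer and 1 more, and with a correlation estimated for each list 0, where the lowest adjusted p over all lists was 0.496. Both tests leave the medians unchanged, and why fewer lists passed was not tested.

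With the eosinophil and lymphocyte marker scores as covariates, 0 genes were called in ADV-MASH (with 1618 at an unadjusted p under 0.05), 56 in Mild-MASH (with 931), 0 up in both, 0 down in both, 0 up in Mild-MASH and down in ADV-MASH and 63 across the 3 groups. The eosinophil score had 85.0% and the lymphocyte score 50.5% of its variance between MASH and control, so the model has little left to tell the groups from the scores, and a lost call under it does not show that a gene follows them. Of the genes called without the scores, 3408 in ADV-MASH and 1180 in Mild-MASH kept their sign. In Mild-MASH the named genes that changed sign stood at log2 fold changes of FCER1A -1.24, IL34 -1.71, ZNF865 -0.45, MFSD14CP 1.47, ENSG00000285976 -1.05, LRFN1 -0.36, TNRC18 -0.17, RAB5IF -0.63, MAP1S -0.046, SCAF1 -0.42, CD101 -0.034, HLA-DOA -0.78, HRH4 -0.018, IL5RA -0.56, ALOX5 0.33, CD33 0.46, ITGA2B -0.29, CD226 -0.52, PRSS33 -0.87, HDC -0.79, SIGLEC8 -0.44 and SMPD3 -0.63. In ADV-MASH they stood at FCER1A -0.28, IL34 -1.32, MFSD14CP 1.49, CXCR4 0.27, MME 0.24, IL15RA -1.56, IL5RA -0.78, ALOX5 0.22, LTBP4 -0.91, GZMB -1.42, GZMH -0.85, GZMM -0.81, PRF1 -0.92, CD33 0.72, ITGA2B -0.87, CD226 -0.84, ITGAM 0.017, FUT4 1.22, CCL5 -0.077, XCL2 -1.47, HDC -0.91, SIGLEC8 -0.032 and PRSS33 -0.41. Between ADV-MASH and Mild-MASH, CD38 was at -0.013 and MME at 0.0011. 52 other named comparisons no longer passed.

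With the replicate number as a replicate block, 3749 genes were called in ADV-MASH, 16 in Mild-MASH, 12 up in both, 3 down in both, 0 up in Mild-MASH and down in ADV-MASH and 2450 across the 3 groups. MFSD14CP was at 0.32 in Mild-MASH, 0.075 in ADV-MASH and -0.24 between them. In ADV-MASH FCGR3A 0.20, IL15RA -0.10, ELANE -0.060, AZU1 -0.025 and FUT4 0.038 had the other sign. CD38 was at -0.022 and the collagen median at -0.049 between the MASH groups. 41 named comparisons no longer passed and 3 newly passed. The numbers belong to different donors and do not pair the libraries: over the 10 pairs of libraries with the same number, the residuals had a mean correlation of -0.0198 (-0.158 to 0.177), against 0.00543 over other pairs. The block takes up degrees of freedom without removing a shared source of spread.

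Across the 12 fits that each left out 1 library, 2547 to 4785 genes were called in ADV-MASH, 333 to 2664 in Mild-MASH, 0 to 743 between them, 195 to 945 up in both groups, 20 to 546 down in both, 0 to 35 up in Mild-MASH and down in ADV-MASH, 0 to 37 the reverse and 2503 to 5061 across the 3 groups. The lowest counts came without ADV-MASH replicate 1 (2547 in ADV-MASH), Mild-MASH replicate 2 (333 in Mild-MASH) and ADV-MASH replicate 2 (2503 across the 3 groups), and the highest without ADV-MASH replicate 4 (4785 in ADV-MASH) and Mild-MASH replicate 1 (2664 in Mild-MASH, 743 between the groups, 37 down in Mild-MASH and up in ADV-MASH). Why single libraries weigh so much was not tested. Where the direct comparison had 0 genes, the fit of all libraries had 1762 at an unadjusted p under 0.05. These fits changed the sign of named comparisons, in which the log2 fold change of MFSD14CP ran from -0.35 to 0.12 in Mild-MASH and -0.41 to 0.16 in ADV-MASH and -0.33 to 0.31 between them, MME from -0.080 to 0.37 in Mild-MASH and -0.34 to 0.13 in ADV-MASH, CXCR4 from -0.13 to 0.049 in ADV-MASH, FCGR3A from -0.20 to 0.21 in ADV-MASH, CD38 from -0.11 to 0.34 between them, CD101 from -1.05 to 0.011 between them, IL15RA from -0.22 to 0.16 in ADV-MASH, AZU1 from -0.19 to 0.84 in ADV-MASH, CD226 from -0.043 to 0.89 in Mild-MASH, ITGAM from -0.32 to 0.034 in ADV-MASH and FUT4 from -0.17 to 0.078 in ADV-MASH. Medians of lists changed sign too: that of mature neutrophil ran from -0.046 to 0.19 in ADV-MASH and -0.23 to 0.067 between them, collagens from -0.15 to 0.33 between them and -0.34 to 0.61 in ADV-MASH and -0.12 to 0.70 in Mild-MASH, pro-survival BCL2 family from -0.027 to 0.10 between them, cytosolic ribosomal proteins from -0.013 to 0.14 in Mild-MASH, G1/S phase from -0.51 to 0.16 between them, G2/M phase from -0.47 to 0.087 between them, basophil from -0.31 to 1.13 between them, granzymes and perforin from -0.15 to 0.61 in Mild-MASH, NK cell from -0.38 to 0.56 in Mild-MASH, pro-apoptotic BCL2 family and caspases from -0.043 to 0.079 between them, eosinophil from -0.99 to 0.34 between them, proteasome subunits from -0.016 to 0.32 between them, respiratory chain and ATP synthase from -0.041 to 0.30 between them and autophagy core from -0.12 to 0.0086 between them. None of these genes and lists was past its threshold in the fit of all libraries, apart from the G2/M phase between the MASH groups, which no longer passed without Mild-MASH replicate 1 (0.087).

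Depth limits the genes with few counts. After thinning every library to 16042576 counts, 13212 genes passed the filter in place of 14370, 4032 were called in ADV-MASH and 1306 in Mild-MASH, 620 were up and 330 down in both groups, 4 were up in Mild-MASH and down in ADV-MASH, and none was called between the MASH groups, with 1638 at an unadjusted p under 0.05. Genes below the filter, such as CXCR3, most laminins and most platelet and red cell genes, were not tested in the fit of all libraries. With the GC trend removed, 4795 of 14251 genes were called in ADV-MASH (2310 up and 2485 down, in place of 2559 and 1836), 1635 in Mild-MASH (939 up and 696 down) and none between the groups (1432 at an unadjusted p under 0.05), and 2 were up in Mild-MASH and down in ADV-MASH.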

Differences from the paper's values

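In Mild-MASH against control, 1444 genes were called, against the paper's 2185. Of the alternatives set before the data were examined, DESeq2 (2355), RLE size factors (1460), 1 surrogate variable (1458) and the fits without Mild-MASH replicate 1 (2664), control replicate 5 (1669), ADV-MASH replicate 1 (1635) or ADV-MASH replicate 4 (1507) gave counts within 1.5 times the paper's. The other 15 did not. Called down in Mild-MASH were 516 genes, against the paper's 897. DESeq2 (898) and the fits without Mild-MASH replicate 1 (1253) or ADV-MASH replicate 1 (630) came within 1.5 times, and the other 19 alternatives did not. The paper's sex term was in none of these fits, and its part in the differences is open.

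The direct comparison of ADV-MASH with Mild-MASH called 0 genes, with 1762 at an unadjusted p under 0.05, against the paper's 284, of which the paper gives 110 as up and 174 as down. None of the 22 alternatives set before the data were examined came within 1.5 times of these numbers. No alternative held the sex term of the paper's model, so its part in this difference is open. The paper's clinical table shows an uneven split of the sexes between these groups. DESeq2 called 552 (220 up and 332 down), the fit without Mild-MASH replicate 1 called 743 (330 and 413), the fit without the filter 69 (15 and 54) and the fit without Mild-MASH replicate 2 called 2. The others called 0, with 1376 to 1949 genes at an unadjusted p under 0.05. Up in Mild-MASH and down in ADV-MASH were 5 genes, against the paper's 9. DESeq2 gave 6, and none of the other 21 alternatives came within 1.5 times.

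Of the paper's 9 genes, MFSD14CP changed by -0.078 in Mild-MASH and -0.037 in ADV-MASH and was called under no setting. LRFN1 was not called in Mild-MASH (0.73), RAB5IF not in ADV-MASH (-0.73) and MAP1S in neither (0.54 and -0.48). LRFN1 and MAP1S were called in Mild-MASH without Mild-MASH replicate 1 (1.04 and 0.73). In ADV-MASH RAB5IF was called without Mild-MASH replicate 1 (-0.74) and with only the compared groups, and MAP1S without Mild-MASH replicate 1 (-0.49) or control replicate 1 (-0.60). In the direct comparison, the other 8 genes had log2 fold changes of -4.20 to -1.02 and were not called. DESeq2, the fit without the filter and the fit without Mild-MASH replicate 1 called all 8.

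The paper states that 10 inflammatory genes are up in both MASH groups. In Mild-MASH, CCL4 (1.61), CCR4 (1.50) and IL4 (4.55) were not called, and neither was TLR5 in ADV-MASH (0.96), while CXCR3 did not pass the filter. DESeq2 called CCL4 and IL4 in Mild-MASH, TLR5 in ADV-MASH and CXCR3 in both groups. In Mild-MASH, CCL4 and CCR4 were called without control replicate 5 (2.26 and 2.16), CCL4 and IL4 without Mild-MASH replicate 1 (2.00 and 5.23), and IL4 without ADV-MASH replicate 1 (4.54). TLR5 was called in ADV-MASH with at least 10 counts in every library, only the compared groups, 1 surrogate variable or the replicate block, and without control replicate 4 (1.15) or ADV-MASH replicate 1 (1.18).

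The paper states that FCGR3A and CD10 are high and CXCR4 low in Mild-MASH, where FCGR3A (0.43), MME (0.051) and CXCR4 (-0.42) were not called. In ADV-MASH it states high CD38 and CXCR4 and low FCGR3A, CD10 and ITGAX, where CD38 (0.31), CXCR4 (-0.044), FCGR3A (-0.024), MME (-0.19) and ITGAX (-0.24) were not called. No setting called any of these. The paper reads these markers from heatmaps of scaled group averages, which are a different measure from a call. The signs here were those of the paper, except for CXCR4 in ADV-MASH. The signs of MME in both groups and of FCGR3A in ADV-MASH changed without some libraries. The paper names TGFB1, MMP25, ADAMTSL4 and COL6A3 as lower in ADV-MASH than in Mild-MASH. TGFB1 (-0.92), MMP25 (-1.01) and ADAMTSL4 (-0.77) were not called, and COL6A3 did not pass the filter. DESeq2 called all 4, the fit without the filter MMP25 and ADAMTSL4, and the fit without Mild-MASH replicate 1 TGFB1 (-1.15) and ADAMTSL4 (-0.68). Among the genes the paper gives as higher in ADV-MASH than in Mild-MASH, HLA-DOA (2.11), HLA-DMA (1.51), HLA-DOB (1.47), HLA-DMB (1.47), FCRLA (1.60), FCRL1 (1.79), MSR1 (2.50) and KLRF1 (1.46) were not called. DESeq2 called all of them but KLRF1, which no setting called.

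The paper lists HLA-DOA, IL15RA and ALOX5 among upregulated genes. HLA-DOA was not called in Mild-MASH (1.26), except without control replicate 5 (1.59) or Mild-MASH replicate 1 (1.66). IL15RA changed by -0.47 in Mild-MASH and 0.017 in ADV-MASH and was called under no setting, and ALOX5 fell by 0.40 on the log2 scale in ADV-MASH, a call kept in 4 of the 12 fits without 1 library (-0.50 to -0.30). The paper may mean ALOX15, which it describes after listing Alox5 and which was called up in both MASH groups. For granzymes and perforin, which the paper states are upregulated in ADV-MASH, 1 of the 6 genes was called, GZMA (1.61), and not without ADV-MASH replicate 1 (1.23). GZMK (1.35) was called with DESeq2, with the replicate block and without control replicate 5 (2.30), PRF1 (1.25) with DESeq2 and without control replicate 4 (1.85), and GZMH (1.70) without control replicate 4 (2.37). GZMB (0.75) and GZMM (0.80) were called under no setting. CXCL1, given among the chemokines of ADV-MASH, was not called (0.93), except with DESeq2 and without control replicate 4 (1.18).

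For markers of low-density neutrophils, of which the paper reports no significant presence in either group, 4 of the 8 genes tested were called up in Mild-MASH (CEACAM8, OLR1, ITGA2B and FUT4), and 3 up (OLR1, ITGA2B and CD36) and 1 down (CD33) in ADV-MASH. FUT4 was not called without Mild-MASH replicate 1 (0.87). In ADV-MASH the calls were kept in 6 of the 12 fits without 1 library for OLR1 (0.98 to 1.80), 6 for CD36 (1.03 to 1.60) and 5 for CD33 (-1.09 to -0.66). The paper describes proliferation as a feature of ADV-MASH, whereas G1/S genes rose in both groups and were lower in ADV-MASH than in Mild-MASH by a median log2 fold change of -0.32, a difference that did not pass (camera adjusted p = 0.114), and G2/M genes had -0.36 (camera adjusted p = 0.0117). The latter was 0.087 without Mild-MASH replicate 1 and did not pass there, nor without ADV-MASH replicate 2 (-0.28), and the former was 0.16 without Mild-MASH replicate 1. Antigen presentation, which the paper lists with reservation among the processes inhibited with progression, went both ways: the median of MHC class I genes was -0.30 in Mild-MASH and -0.16 in ADV-MASH, and that of MHC class II genes 0.61 and 1.79.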

Other observations

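The tests of dilution, of GC content for ZNF865, TNRC18 and SCAF1, of the splits by genes at an unadjusted p under 0.05, thinning and the removal of the GC trend were chosen only after the results had been seen, and the lists of glucocorticoid-induced and clock genes were written after the first results. The numbers of genes called were compared with those of other splits of the same libraries into groups of the same sizes, the real split included. For ADV-MASH against control, 1 of 100 splits gave as many genes as the real one, which was the real split itself. The next gave 3270, in a split where 8 libraries changed group, which is nearly the real contrast reversed. For Mild-MASH against control 1 of 56 splits gave as many genes, with 440 in the next. Across the 3 groups it was 1 of 100, with 2606 in the next. In each of these cases the median of the other splits was 0. For genes up in both MASH groups it was 1 of 100 splits of all the libraries. With the controls kept and only the 7 MASH libraries regrouped, most other splits exceeded the real 667, with 246 at the lowest and 1142 at the highest. The number up in both is therefore not specific to the real split into ADV-MASH and Mild-MASH. For the direct comparison of the MASH groups, the real count of 0 is reached by any split (35 of 35), so it tests nothing. Its 1762 genes at an unadjusted p under 0.05 were reached in 5 of the 35 splits, the real one included, so an arbitrary grouping may give as many. The largest count of another split there was 2.

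A difference in library size is argued against as the source of the genes called in ADV-MASH. The totals of the ADV-MASH libraries (19989005 to 31832208) overlapped those of the controls, and 4032 genes were called after thinning, against 4395 before. Dilution of neutrophil RNA by RNA of other cells and other causes cannot be told apart for the genes called down in ADV-MASH, whose median log2 fold change was -0.61. The list of mature neutrophil genes had a median of 0.018 after scaling, but its genes went both ways (-0.80 to 1.45, with 7 of 14 positive), and without 1 library the median ran from -0.046 to 0.19. Other causes of these calls, the disease among them, were not tested.

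The genes up in Mild-MASH and down in ADV-MASH were tested for GC content, because over all genes the log2 fold change of ADV-MASH against Mild-MASH fell with GC content (Spearman rho -0.283 across genes, which are not independent replicates). With the GC trend of each library removed, 2 of the 5 genes were still called both ways, GNG5 (0.68 and -0.87) and ENSG00000285976 (1.99 and -2.40), which argues against GC content as the whole cause for them. For ENSG00000285976 this is weak evidence, since the gene reached at most 1.58 CPM in any library. ZNF865, TNRC18 and SCAF1 have transcripts with 71.1%, 67.1% and 68.5% GC, at percentiles 99.9, 99.1 and 99.6 of the genes tested. Their log2 fold changes in Mild-MASH went from 0.93, 0.50 and 0.66 to 0.57, 0.29 and 0.41, the lowest adjusted p being 0.154. In ADV-MASH they stood at -0.60, -0.43 and -0.36 (adjusted p = 0.0705, 0.0566 and 0.141). ZNF865 and TNRC18 were thus still called down there, which argues against GC content as the whole cause of their falls, while SCAF1 was not. For the opposite change of the 3 genes, GC content and the disease cannot be told apart, as the rises in Mild-MASH shrank without going to 0. None of the 5 was called in Mild-MASH without control replicates 1, 3 or 4 or without Mild-MASH replicates 2 or 3.

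DDIT4 and IRS2, which glucocorticoids induce, were among the largest falls in ADV-MASH. A lower glucocorticoid signal at sampling in MASH was tested with a list of 13 tested genes that glucocorticoids induce. In MASH against control 61.5% were negative, and in ADV-MASH against control 76.9%. In ADV-MASH, PER1 was called down (-3.10, adjusted p = 0.0482) and SGK1 up (0.86, adjusted p = 0.0421). The score differed by -0.30 on the log2 scale between MASH and control (exact permutation test, two-sided, p = 0.105), and was not tested for ADV-MASH alone. This explanation and others therefore cannot be told apart with 12 libraries. A list of 10 clock genes, run beside it without a prediction, differed by 0.25 (exact permutation test, two-sided, p = 0.0859).

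Some list values belong at no statement of the paper. The respiratory chain and ATP synthase genes had a median log2 fold change of -0.11 (camera adjusted p = 0.152) in ADV-MASH, -0.15 (camera adjusted p = 0.00637) in Mild-MASH and 0.071 (camera adjusted p = 0.206) between them. The Mild-MASH value was -0.35 without Mild-MASH replicate 1, -0.088 without replicate 2 and, no longer past the threshold, -0.051 without replicate 3, and the direct difference passed without Mild-MASH replicate 1 (0.30). The direct difference of the proteasome was 0.11 (camera adjusted p = 0.187), and it passed without Mild-MASH replicate 1 (0.32). Mature neutrophil genes had 0.018, 0.18 and -0.12 in the 3 comparisons, in the same order (camera adjusted p = 0.838, 0.221 and 0.187), and immediate early genes 0.36, 0.27 and 0.20 (0.170, 0.360 and 0.586), of which the first passed without ADV-MASH replicate 4 (0.50). Between the MASH groups, granzymes and perforin had 0.81 (camera adjusted p = 0.0823), which passed without control replicates 4 or 5 (0.81 and 0.81), Mild-MASH replicate 2 (1.52) or ADV-MASH replicate 4 (1.05), metalloproteinases and ADAM proteases -0.20 (camera adjusted p = 0.123), collagens 0.0032 (camera adjusted p = 0.985), toll-like receptors 0.089 (camera adjusted p = 0.586), the pro-survival BCL2 family 0.0019 (camera adjusted p = 0.702) and the pro-apoptotic family 0.057 (camera adjusted p = 0.949). The 3 laminin genes tested were too few for a test, with medians of 1.85, 1.02 and 1.15. The median of all genes was -0.0079, 0.011 and 0.026. No explanation was tested for these values.

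Of the marker lists, the score in MASH exceeded that of the controls by 3.71 for basophils (exact permutation test, two-sided, p = 0.00253, adjusted over 8 lists p = 0.00758), 2.08 for B cells (exact, p = 0.00884, adjusted 0.0141), 1.83 for T cells (exact, p = 0.0265, adjusted 0.0354), 0.81 for NK cells (exact, p = 0.136, adjusted 0.156) and 0.57 for monocytes (exact, p = 0.00379, adjusted 0.00758). The red cell score differed by 1.23 over 3 genes, a difference past no threshold, and ITGA2B, the only platelet gene tested, by 2.79 (exact, p = 0.00379). The number of MASH libraries above all 5 controls was 7 of 7 for basophils, 6 for B cells, 2 for T cells, 6 for monocytes, 1 for red cells and 6 for ITGA2B. Of the genes tested, 10 for basophils, 14 for B cells, 14 for T cells and 12 for monocytes, the study had picked 5, 5, 1 and 1, 2 monocyte genes and 4 NK cell genes stand in another list, and 3 B cell genes, 3 eosinophil genes and 1 NK cell gene were above 5 CPM in every control. HBB had 9636 counts over the 12 libraries, 5749 of them in 1 Mild-MASH library. PF4 had 9 counts.

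Tested as lists in the single comparisons, basophil genes had medians of 4.68 in ADV-MASH and 4.56 in Mild-MASH (camera adjusted p = 9.78e-08 and 9.04e-07). Between the MASH groups the value was 0.24 (camera adjusted p = 0.0628), which passed without Mild-MASH replicates 2 or 3 (0.29 and 1.13) or ADV-MASH replicate 3 (0.50) and was negative without Mild-MASH replicate 1 (-0.31) or ADV-MASH replicate 1 (-0.21). Eosinophil genes had -0.52 (camera adjusted p = 0.801) there, past the threshold without Mild-MASH replicate 1 (-0.99) and positive without replicate 2 (0.34). T cell genes had 1.58 (camera adjusted p = 5.07e-05) in ADV-MASH (2.63 without control replicate 5), 1.05 (camera adjusted p = 5.19e-04) in Mild-MASH (2.20 without control replicate 5 and 0.69 without Mild-MASH replicate 3) and 0.51 (camera adjusted p = 0.147) between them, which passed without control replicate 5 (0.51) or Mild-MASH replicates 2 or 3 (0.75 and 0.89). B cell genes had 2.86 (camera adjusted p = 4.81e-10) in ADV-MASH and 1.19 (camera adjusted p = 2.70e-04) in Mild-MASH (0.72 without replicate 3). NK cell genes had 0.96 (camera adjusted p = 0.00659) in ADV-MASH and 0.27 (camera adjusted p = 0.377) in Mild-MASH, where the sign changed without replicate 2 (-0.38). Monocyte genes had 0.68 (camera adjusted p = 0.0996) in ADV-MASH (0.36 without ADV-MASH replicate 2), 0.47 (camera adjusted p = 0.200) in Mild-MASH and 0.26 (camera adjusted p = 0.416) between the groups, and the 3 red cell genes medians of 0.13, 2.56 and -2.38 in ADV-MASH, in Mild-MASH and between them, without a list test.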
